# Similarities and differences between rat and mouse chondrocyte gene expression induced by IL-1β

**DOI:** 10.1186/s13018-021-02889-2

**Published:** 2022-02-04

**Authors:** Dao-Fang Ding, Yan Xue, Jun-Peng Zhang, Zeng-Qiao Zhang, Wen-Yao Li, Yue-Long Cao, Jian-Guang Xu

**Keywords:** Osteoarthritis, Chondrocyte inflammatory model, RNA-seq, Differentially expressed gene, Proliferation

## Abstract

**Background:**

Osteoarthritis (OA) is the most prevalent degenerative joint disease. In vitro experiments are an intuitive method used to investigate its early pathogenesis. Chondrocyte inflammation models in rats and mice are often used as in vitro models of OA. However, similarities and differences between them in the early stages of inflammation have not been reported.

**Objective:**

This paper seeks to compare the chondrocyte phenotype of rats and mice in the early inflammatory state and identify chondrocytes suitable for the study of early OA.

**Methods:**

Under similar conditions, chondrocytes from rats and mice were stimulated using the same IL-1β concentration for a short period of time. The phenotypic changes of chondrocytes were observed under a microscope. The treated chondrocytes were subjected to RNA-seq to identify similarities and differences in gene expression. Chondrocytes were labelled with EdU for proliferation analysis. Cell proliferation-associated proteins, including minichromosome maintenance 2 (MCM2), minichromosome maintenance 5 (MCM5), Lamin B1, proliferating cell nuclear antigen (PCNA), and Cyclin D1, were analysed by immunocytochemical staining, cell immunofluorescence, and Western blots to verify the RNA-seq results.

**Results:**

RNA-seq revealed that the expression patterns of cytokines, chemokines, matrix metalloproteinases, and collagen were similar between the rat and mouse chondrocyte inflammation models. Nonetheless, the expression of proliferation-related genes showed the opposite pattern. The RNA-seq results were further verified by subsequent experiments. The expression levels of MCM2, MCM5, Lamin B1, PCNA, and Cyclin D1 were significantly upregulated in rat chondrocytes (*P* < 0.05) and mouse chondrocytes (*P* < 0.05).

**Conclusions:**

Based on the findings, the rat chondrocyte inflammation model may help in the study of the early pathological mechanism of OA.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13018-021-02889-2.

## Background

Osteoarthritis (OA) is a common chronic disease-causing type of articular cartilage degeneration. The World Health Organization approximates that 9.6% of men and 18% of women over 60 years of age are in the early stages of OA pathogenesis [1, 2]. China has a high OA prevalence, and its burden is substantial [3, 4]. OA progression is clinically slow and unpredictable, and related clinical studies focus on the middle and late stages of the disease. As a result, these findings may not reflect the molecular events and structural changes of the joints in an accurate and timely manner [5, 6]. Early OA pathogenesis is the most vital stage but is often ignored and not fully understood [7, 8]. Since it is relatively difficult to obtain clinical samples, animal models of OA are often used for alternative research [9]. Nevertheless, animal experiments are time-consuming with many uncontrollable factors [10].

In contrast with the more complex in vivo experiments, in vitro experiments are direct and convenient in studying early disease pathogenesis [11]. To better explore the pathological mechanism of early OA, we searched the literature related to in vitro experiments on OA. Rat and mouse chondrocytes were more often selected as study subjects than human chondrocytes (Additional file 4: Fig. S1). Moreover, several studies have used IL-1β to simulate the OA environment in chondrocytes to assess the pathological mechanism of OA [12, 13]. The chondrocytes were from either rats or mice, and the intervention conditions were similar. Because of the species differences between rats and mice, we sought to identify whether chondrocytes from different species exhibit different performances after induction with similar IL-1β concentrations for a short period of time.

This work aims to compare and confirm similarities and differences in gene expression between rat and mouse chondrocytes under similar inflammatory induction conditions. This report is geared towards a simple and appropriate in vitro inflammatory model for the study of the early pathological mechanism of OA.

## Methods

### Animals

Sprague–Dawley (SD) rats and C57BL/6 mice were purchased from Shanghai Xipur-Bikai Experimental Animal Co., Ltd. (Shanghai, China). All the experimental animals were sacrificed through decapitation after inhaling diethyl ether.

### Isolation, culture, and intervention of chondrocytes

The primary culture of chondrocytes was performed according to the published literature [14]. Chondrocytes were isolated from the articular cartilage of newborn rats and mice (24 h old) and then dispersed in 0.1% collagenase type II (C6885, Sigma-Aldrich, Switzerland) in a shaker at 37 °C for 3 h. The chondrocytes were collected and cultured in Dulbecco’s modified Eagle’s medium (DMEM, Biowest, France) supplemented with 10% FBS (Biowest, France) and 1% penicillin–streptomycin. Chondrocytes at passage 1 were used in all experiments to prevent chondrocyte dedifferentiation during long-term in vitro expansion [15].

The chondrocytes of rats and mice were divided into the control group (RC = rat control group, MC = mouse control group) and model group (RM = rat model group, MM = mouse model group). The chondrocytes in the model groups were stimulated with 20 ng/ml IL-1β (R&D Company) for 24 h and extracted for sequencing.

### RNA-seq and data analysis

RNA samples for sequencing were extracted from three independent samples of each group to reduce individual differences. A total amount of 1.5 µg RNA extract was used, and cDNA library construction and RNA-seq (Illumina HiSeq 4000) were performed by Shanghai Life Genes Technology Co., Ltd. An RNA integrity number (RIN) > 8 confirmed the integrity of the RNA. RNA integrity was evaluated using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA). Sequencing libraries were generated using the NEBNext® Ultra™ RNA Library Prep Kit for Illumina® (NEB, USA). For selection of appropriately sized cDNA fragments, the library fragments were purified using the AMPure XP system (Beckman Coulter, Beverly, USA). Finally, library quality was assessed on the Agilent Bioanalyzer 2100 system. After sequencing, the data from different groups were analysed.

The network of common genes and the KEGG pathways were drawn using Cytoscape 3.6.1. A sample with a fold change greater than 0.85, P value less than 0.05, and at least one fragment per kilobase million (FPKM) ≥ 1 (excluding low expression genes) was considered an effective differentially expressed gene (DEG). DEGs were also annotated in GO and KEGG databases to detect gene functions and pathways. Notably, high-throughput sequencing data are available through the GEO database with the access number GSE163080.

### EdU (5-ethynyl-2′-deoxyuridine) assay

Chondrocytes of each group were seeded in 6-well plates at a density of 3 × 10^5^ cells/well. The proliferative capability of the chondrocytes was detected by a BeyoClick™ EdU Cell Proliferation Kit with DAB (Beyotime, Shanghai, China). The experimental process strictly followed the manufacturer’s instructions. The nuclei were detected using DAPI staining solution (Cat. No. A1001, Aleichem, Germany). After the cells were washed in PBS, they were observed under an inverted microscope (Olympus IX73, Tokyo, Japan). Three technical repeated experiments were conducted in each group.

### Immunocytochemistry staining

Chondrocytes of each group were seeded in 6-well plates at a density of 3 × 10^5^ cells/well, fixed on slides with 4% paraformaldehyde at room temperature for 30 min, and then rinsed using phosphate buffer (PBS). The cells were incubated using 0.1% Triton X-100 for 20 min, followed by PBS rinsing. Chondrocytes were incubated with 5% bovine serum albumin at 37 °C for 20 min and then incubated overnight with primary antibody against MCM2 (A5172, Bimake, China) at 4 °C. The cells were then washed with PBS three times and incubated with a secondary antibody in 1% BSA for 30 min at RT. Diaminobenzidine (DAB) was used as a substrate for colour development. The nuclei were stained using 10 ng/ml DAPI (Cat. No. A1001, Aleichem, Germany) to mark all cells; they were observed under an inverted microscope.

### Cell immunofluorescence

Chondrocytes were seeded onto coverslips and maintained in complete DMEM medium or complete DMEM medium plus IL-1β for 24 h. The culture medium was discarded, and the coverslips were rinsed twice with PBS pH 7.4. The cells were fixed with 4% paraformaldehyde, washed three times using PBS, permeabilized with 0.1% Triton X-100 in PBS for 30 min at room temperature (RT), and washed with PBS three times. Thereafter, the cells were incubated in PBST with 10% BSA for 60 min to block nonspecific antibody binding, incubated with primary MCM5 antibody (A5489, Bimake, China) in 1% BSA for 60 min at RT, washed with PBS three times, and incubated with a secondary antibody in 1% BSA for 30 min at RT. The nuclei were stained using 10 ng/ml DAPI (Cat. No. A1001, Aleichem, Germany).

### Western blot

Chondrocytes were collected in lysis buffer (Beyotime, P0013B) containing protease inhibitor (PMSF). The lysates were centrifuged at 12,000×*g* at 4 °C for 10 min. Protein concentrations were measured using a BCA Protein Assay Kit (Cat. No. 23227, Pierce, USA). SDS-PAGE (15%) was used to separate the proteins and transferred to PVDF membranes based on a standard protocol. These membranes were incubated with primary antibodies and probed with the corresponding secondary antibodies. Protein visualization was conducted using enhanced chemiluminescence (Pierce Biotechnology, Rockford, USA). The following antibodies were utilized: PCNA (A5324, Bimake, China), Cyclin D1 (A5035, Bimake, China), and GAPDH (#2118, CST, USA).

### Statistical analysis

Statistical analyses were performed using SPSS 20.0 software (IBM SPSS, Inc., Chicago, IL, USA). The data are expressed as the mean ± standard deviation. Data between the two groups were compared using an unpaired t test. All data are normally distributed. When the sample size was 3, the sample power was 0.9832. Cohen's D statistic was used to test the effect size (ES), and the ES value was 4.47. GraphPad Prism 8.0 (GraphPad Software San Diego, CA) was applied for data drawing. *P* < 0.05 was considered statistically significant.

## Results

### The expression of common genes and KEGG pathways in rat and mouse chondrocytes by enrichment analysis

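RNA-seq libraries of passage 1 articular chondrocytes from newborn Sprague–Dawley rats and C57BL/6 mice were analysed, with 3 libraries in each of the RC, RM, MC and MM groups. The chondrocytes of the RM and MM groups had been stimulated with 20 ng/ml IL-1β, an inflammatory cytokine, for 24 h. The chondrocytes of the RC and MC groups had not. The strain labels given with the mouse libraries change from library to library, from C57BL/6 to C57BL/9, whereas the paper names C57BL/6 for all mice. The groups were taken from the treatment labels, which match the paper. For each species, the authors deposited the number of reads counted on each Ensembl gene in each library, without normalization, and FPKM values. An FPKM value is a count divided by the gene's length in kilobases and by the total count of the library. The aligner, the counting program and the genome build are not given in the sources used here. The gene lengths implied by the mouse FPKM values equalled the merged exon length in GENCODE M21, an annotation of GRCm38, within 1 base for 13849 of 14360 genes (96.4%). Mouse coordinates are therefore given from that annotation, and no rat coordinates are given. Between 21114361 and 24897458 reads per library were counted on genes in the RC group (median 23223930), and between 20169272 and 25903459 in the RM group (median 23953789). The totals were 16841580 to 17957308 in the MC group (median 17118481) and 17482589 to 20048322 in the MM group (median 19560813). At these depths, the limit that a count of 0 allows in 1 library (3 counts) is 0.116 to 0.178 CPM, the count scaled to a common library total.
The counts were compared between the model and control groups of each species with edgeR's quasi-likelihood test, after removal of genes with low counts by edgeR's filterByExpr and normalization by its TMM method, which corrects for genes that take a large share of a library. The TMM factors were 0.9941 to 1.008 in the rat libraries. They were 1.099 to 1.104 in the MC group and 0.905 to 0.9105 in the MM group, so the scaling matters in mouse. The median log2 fold change of all mouse genes tested was -0.02 with TMM and -0.295 with library size alone, against 0.01 and 0.02 in rat. The biological coefficient of variation, edgeR's measure of the spread between replicates, was 0.106 in rat and 0.0318 in mouse. DEGs were called by the criteria in the methods, read as a log2 fold change of at least 0.85 in either direction (Fig. 2A), an unadjusted P under 0.05 and an FPKM of at least 1 in at least 1 library of the comparison. The paper's text gives an unpaired t test for comparisons of groups in general and does not name the program that compared the sequencing groups. With 3 libraries against 3, an exact permutation test of a single gene cannot give a P under 0.1, so the tests rest on the spread that edgeR shares across genes.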

The methodology of this study is summarized in Fig. 1. After sequencing, 13,919 genes were shared by rats and mice. Of these, 721 genes had significantly upregulated expression in the RM group, while 1932 genes had significantly upregulated expression in the MM group. Moreover, 709 genes had significantly downregulated expression in the RM group, and 2247 genes w had significantly downregulated expression in the MM group. 

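The deposited rat table held 19687 genes and the mouse table 28603. Matched by gene symbol without regard to case, 14402 genes were in both tables. Of these, 13953 had at least 1 count in each species, and 13929 did so when the symbols also had to match in case. A gene that carries different symbols in rat and mouse is left out by this matching, and a shared symbol was not checked against a table of orthologs. After the filter on low counts, 13303 rat genes and 14774 mouse genes were tested, and 10951 of the shared genes were tested in both species.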

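Among the shared genes, 535 were called as upregulated in the RM group and 1460 in the MM group. The alternative that moved these counts most was limma on log2(FPKM + 1), a scale that understates the change of genes with low FPKM, which called 369 genes in rat and 937 in mouse. Using Benjamini-Hochberg adjusted P in place of the unadjusted P left 524 genes in rat and 1460 in mouse. Over all genes tested, shared or not, the 3 genes with the largest fitted rise in rat, with a mean FPKM of at least 10 in a group and no overlap between RM and RC libraries, were Ccl20, Cxcl6 and Orm1. Of these, Cxcl6 is outside the shared genes. Ccl20 (ENSRNOG00000015992), which encodes a chemokine, had 0 counts over the RC group and 1534 over the RM group, at least 506-fold higher when the RC group is set at the limit of 3 counts over the group. Cxcl6 (ENSRNOG00000002843) had an FPKM of 0.0542 ± 0.0276 (SD, n = 3) in the RC group and 42.9 ± 2.19 in the RM group. Its log2 fold change was 9.55 (adjusted P = 1.32e-10) and rests on 6 counts over the RC group. Without 1 library it ran from 9.17 to 9.93, so the standard error of the fit, 0.17, understates its uncertainty. Orm1 (ENSRNOG00000007886), which encodes an acute phase protein, had 2 counts over the RC group and 1627 over the RM group, a ratio of 804 with a 95% counting interval of 222 to 6647. In mouse, the 3 genes by the same rule were Saa3, which is outside the shared genes, Nos2 and Mmp3. The place of Mmp3 above Cxcl2 depends on the fitted value of Cxcl2, which rests on 1 count over the MC group. Saa3 (chromosome 7, 46711998 to 46715700) encodes a serum amyloid A protein and has close relatives among which the authors' counting could have split reads. Its FPKM was 0.0523 ± 0.0268 (SD, n = 3) in the MC group and 6701 ± 158.5 in the MM group. The log2 fold change was 17.18 (adjusted P = 3.14e-92) and rests on 7 counts over the MC group. Without 1 library it ran from 16.81 to 17.41, so the standard error of the fit, 0.058, understates its uncertainty. Nos2 (chromosome 11, 78920787 to 78960254) encodes inducible nitric oxide synthase. It had 1 count over the MC group and 116422 over the MM group, a ratio of 105900 with a 95% counting interval of 19000 to 4182000. In rat, Nos2 had 0 counts over the RC group and 202 over the RM group, at least 66.6-fold higher, but its FPKM stayed under 1 and it was not called. Intervals and limits of this kind cover counting error only.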

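Downregulated expression was called for 446 of the shared genes in the RM group and 1607 in the MM group. The rat count lay between 433 and 485 when any 1 of the 6 rat libraries was left out. The balance of up- and downregulated genes in mouse depends on the scaling. With library size alone in place of TMM, 1114 mouse genes were called up and 2275 down. By the rule used for the upregulated genes, the largest falls in rat were those of Gdf10, Fzd9 and Aqp1. Gdf10 (ENSRNOG00000051993) fell from an FPKM of 14.1 ± 0.794 (SD, n = 3) to 1.5 ± 0.505, a log2 fold change of -3.24 (standard error 0.18, adjusted P = 5.15e-07). Fzd9 (ENSRNOG00000001452) had a log2 fold change of -3.00 and Aqp1 (ENSRNOG00000011648) one of -2.75, the latter from an FPKM of 254 ± 18 to one of 38.2 ± 0.549. These 3 genes were also called as downregulated in mouse, with log2 fold changes of -6.54, -5.47 and -1.35. In mouse, Omd, Eln and Ucma fell most. Omd (chromosome 13, 49582462 to 49592822) encodes osteomodulin and fell from an FPKM of 51.3 ± 2.21 (SD, n = 3) to 0.135 ± 0.119. Its log2 fold change was -8.21 (adjusted P = 8.64e-55) and rests on 18 counts over the MM group. Without 1 library it ran from -8.75 to -7.68, so the standard error of the fit, 0.13, understates its uncertainty. In rat, Omd had 26 counts over the RC group and 31 over the RM group, which is below what the filter on low counts keeps. Eln (chromosome 5, 134702593 to 134747323), the gene of elastin, had a log2 fold change of -7.23 in mouse and -2.54 in rat. Ucma (chromosome 2, 4976122 to 4985748), which encodes a cartilage matrix-associated protein, had one of -7.13 in mouse and -1.48 in rat.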

By taking the intersection of genes, we found that 288 genes had upregulated expression, while 347 genes had downregulated expression in both the rat and mouse model groups. 

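In the intersection of the calls, 208 genes were upregulated in both the RM and MM groups and 215 were downregulated in both. If the calls of the species were independent, 61.1 and 54.9 genes would fall into these classes among the 10951 genes tested in both species. The observed numbers exceeded them 3.41 times (one-sided Fisher's exact test, P = 2.63e-65) and 3.91 times (P = 8.98e-84). Genes are not independent replicates, so these P values describe the overlap of the gene lists and not the spread between libraries. No FPKM filter gave 254 and 312 genes, whereas limma on log2(FPKM + 1) gave 145 and 137. When any 1 library was left out, the counts ranged from 199 to 211 upregulated and from 201 to 226 downregulated genes.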

Notably, 635 genes showed a similar expression pattern (Fig. 2A; Additional file 1: Table S1). 

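Together, 423 genes had the same direction of change in both species. A shared direction did not mean a shared size. The difference between the log2 fold changes of the species was tested for each gene in a fit of all 12 libraries with 4 groups, as the change in mouse minus the change in rat, with library sizes and TMM factors set within each species. It had an adjusted P under 0.05 for 335 of these 423 genes (79.2%), 169 of the 208 upregulated and 166 of the 215 downregulated ones. Across the 10951 genes tested in both species, the log2 fold changes of rat and mouse had a Pearson correlation of 0.381 and a Spearman correlation of 0.177, over genes, which are not independent replicates.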

Through KEGG pathway enrichment analysis, 5 enriched signalling pathways were selected and sorted by P value: the TNF signalling pathway, IL-17 signalling pathway, cytokine-cytokine receptor interaction, and other signalling pathways (Table 1). Among the 5 signalling pathways, 76 genes, including cytokines (IL-1, IL-6, IL-13, and IL-18), chemokines (CXCL1, CXCL2, CXCL3, and CXCL16), matrix metalloproteinases (MMP3, MMP9, and MMP13), and collagen (Col1a1, Col1a2, Col2a1, Col9a1, Col9a2, and Col9a3), were primarily involved (Fig. 2B). 

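Among the cytokines, Il6 rose in both species. In rat (ENSRNOG00000010278) its FPKM was 0.301 ± 0.0647 (SD, n = 3) in the RC group and 4.83 ± 1.45 in the RM group, a log2 fold change of 3.95 (standard error 0.32, adjusted P = 7.24e-06). In mouse (chromosome 5, 30013114 to 30019981) it was 0.0476 ± 0.00158 in the MC group and 243.9 ± 10.1 in the MM group. The log2 fold change was 12.51 (adjusted P = 3.16e-74) and rests on 6 counts over the MC group. The standard error of the fit, 0.089, therefore understates its uncertainty. In the fit of all 12 libraries, the difference between the species had a standard error of 0.72 for Il6. Both IL-1 genes were near the limit of detection in rat. Il1a had 0 counts over the RC group and 5 over the RM group, at least 1.65-fold higher, and Il1b had 3 counts and 1 count, so no change in Il1b was detectable at this depth. In mouse, Il1a rose from 18 to 133 counts, a log2 fold change of 3.00 (standard error 0.35, adjusted P = 1.77e-11), and Il1b had 0 counts over the MC group and 2 over the MM group. Il13 had 0 counts in every mouse library. Il18 had 7 counts over the RC group and 10 over the RM group, too few to be tested, and in mouse its FPKM fell from 3.44 ± 0.366 to 0.97 ± 0.0283, a log2 fold change of -1.54 (standard error 0.25, adjusted P = 1.25e-07). The network in Fig. 2B shows the receptor genes Il1rap, Il13ra2 and Il18rap, and these rose in both species. Their log2 fold changes were 0.90, 3.47 and 0.99 in rat and 1.31, 10.79 and 2.88 in mouse, and the largest of the 6 adjusted P values was 0.000992. Il1rap in rat lay close to the threshold of 0.85 and fell below it without RC replicate 2 (0.80), RC replicate 3 (0.84) or RM replicate 1 (0.84).
All 4 chemokine genes rose in both species. Cxcl1, Cxcl2 and Cxcl3 are close relatives among which the authors' counting could have split reads. Cxcl1 had a log2 fold change of 6.02 in rat and 11.00 in mouse, Cxcl3 of 8.80 and 10.52, and Cxcl16 of 2.07 and 2.62. Cxcl2 had 2 counts over the RC group and 283 over the RM group, a ratio of 139.9 (95% counting interval 38.4 to 1161), and in mouse 1 count and 11168 counts, a ratio of 10160 (1822 to 401200). Of the matrix metalloproteinases, Mmp3 in rat (ENSRNOG00000032626) rose from an FPKM of 13.3 ± 0.676 (SD, n = 3) to 817 ± 53.8, a log2 fold change of 5.92 (standard error 0.086, adjusted P = 2.18e-11). In mouse (chromosome 9, 7445822 to 7455975) it rose from 0.954 ± 0.271 to 7967 ± 51.5. The log2 fold change was 13.30 (adjusted P = 4.53e-91) and rests on 89 counts over the MC group. Without 1 library it ran from 13.16 to 13.56, so the standard error of the fit, 0.047, understates its uncertainty. Mmp13 (chromosome 9, 7272514 to 7283331 in mouse) had log2 fold changes of 3.03 in rat and 4.96 in mouse. Mmp9 had one of 5.19 in rat and 3.83 in mouse (adjusted P = 4.84e-13), but its FPKM of 0.665 ± 0.0767 in the MM group kept it out of the mouse DEGs. The 6 collagen genes fell in both species. Col2a1 in rat (ENSRNOG00000058560) fell from an FPKM of 2838 ± 297.8 (SD, n = 3) to 943.5 ± 16.3, a log2 fold change of -1.61 (standard error 0.074, adjusted P = 1.44e-07), and in mouse (chromosome 15, 97975602 to 98004695) from 1347 ± 23.8 to 93.7 ± 2.22, a log2 fold change of -3.57 (standard error 0.025, adjusted P = 8.78e-75). The log2 fold changes of Col9a1, Col9a2 and Col9a3 were -1.31, -1.04 and -0.90 in rat and -4.21, -1.30 and -1.38 in mouse. Those of Col1a1 and Col1a2 were -0.90 and -0.89 in rat and -1.48 and -2.05 in mouse. In the RC group Col1a2 had an FPKM of 35.2 against 2164 for Col1a1, while in the MC group these were 962.9 and 1887. The cause of the low value in rat was not tested, so the rat change of Col1a2 is uncertain. Without RC replicate 2, Col1a1 and Col1a2 in rat missed the threshold (-0.82 and -0.83), and Col1a2 also did without RM replicate 1 (-0.77) or RM replicate 3 (-0.75). The adjusted P was 0.00317 or less for each collagen gene in each species.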

In both the rat and mouse model groups, the expression of cytokines, chemokines, and matrix metalloproteinases was upregulated, whereas the expression of collagen was downregulated.

**Fig. 1:**
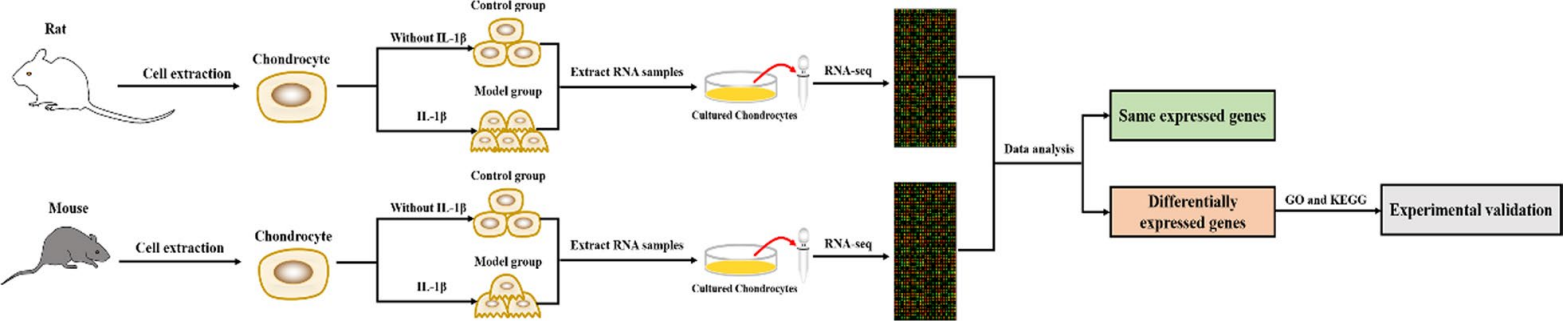
Overview of this study

**Fig. 2:**
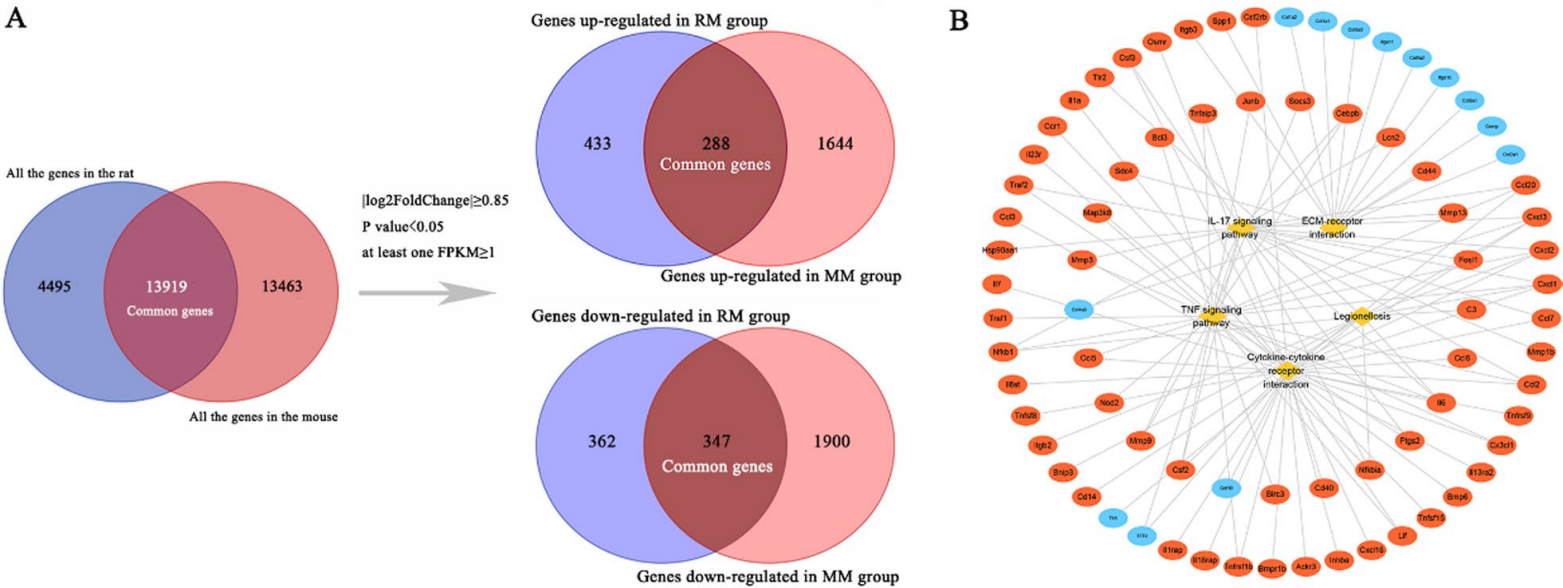
Common gene and pathway analysis. **A** Flowchart of screening common genes. **B** Target-pathway network. The yellow rhombus nodes represent the pathways, the red ellipse nodes represent the genes with high expression, and the blue ellipse nodes represent the genes with low expression

**Table 1:** Information about related pathways (sorted by *P* value)

Pathway ID	Pathway name	Number of genes	*P* value (RM group)	*Q* value (MM group)
ko04668	TNF signalling pathway	26	1.63E−14	8.06E−14
ko04657	IL-17 signalling pathway	23	3.06E−13	3.17E−13
ko04060	Cytokine-cytokine receptor interaction	36	1.52E−11	3.12E−10
ko05134	Legionellosis	12	2.37E−07	1.26E−07
ko04512	ECM-receptor interaction	14	1.74E−06	2.42E−06

### Morphological and proliferative differences in rat and mouse chondrocytes

The results showed that the chondrocytes in the RC and MC groups were polygonal, typical characteristics of chondrocytes. The chondrocytes in the RM and MM groups revealed degenerative and long fusiform changes. The cell density in the RM group was significantly higher than that in the RC group. In contrast, the cell density in the MM group was dramatically lower than that in the MC group (Fig. 3A).

**Fig. 3:**
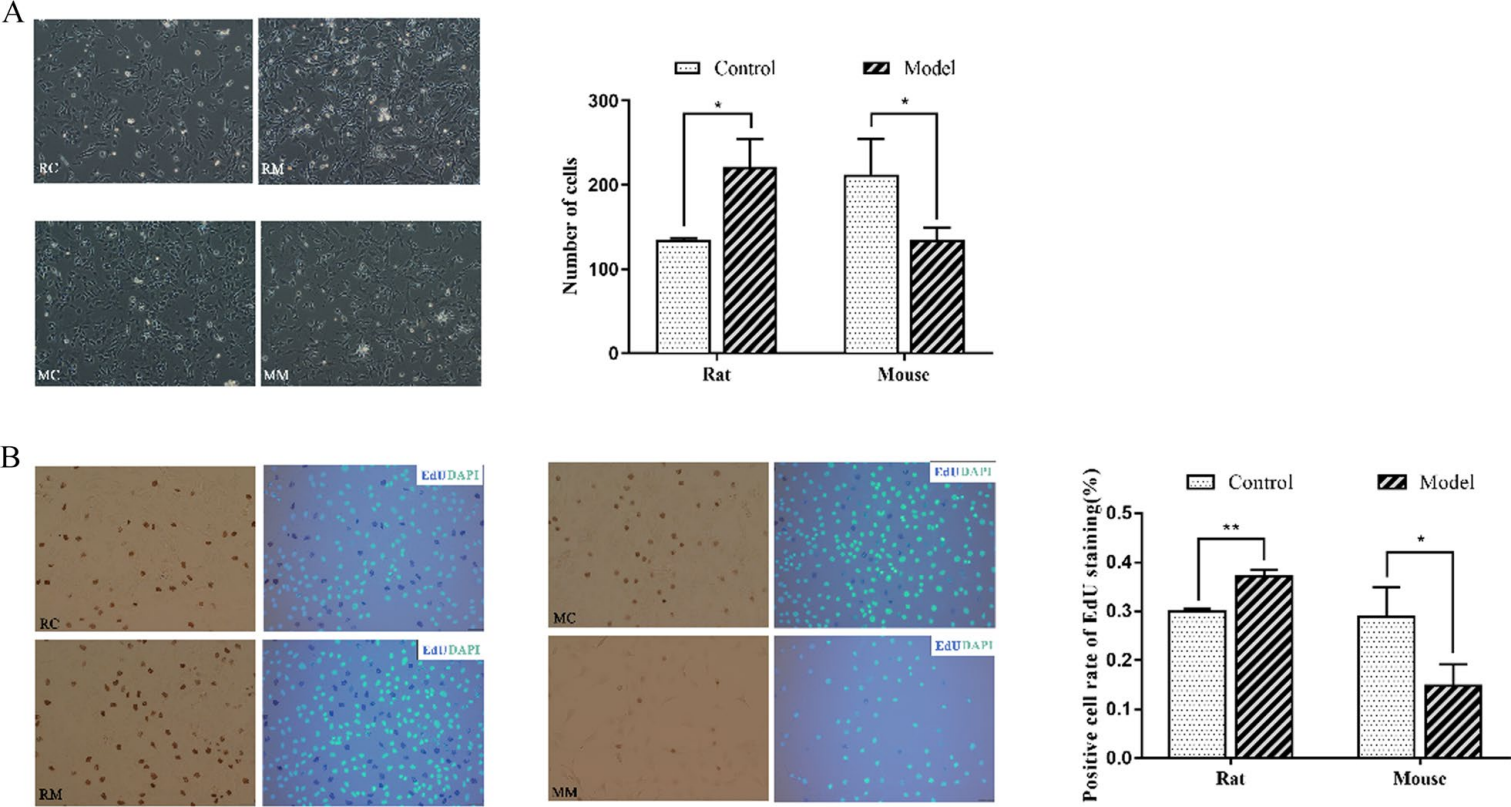
Morphology and proliferation of chondrocytes. **A** Proliferative and morphological changes of chondrocytes stimulated by IL-1β. **B** The effects of IL-1β on the proliferation of chondrocytes were detected by EdU staining. *P < 0.05; **P < 0.001

EdU staining showed that the number and rate of EdU-positive cells in the RM group were significantly higher than those in the RC group. In mouse chondrocytes, EdU staining presented conflicting results, e.g. the number and rate of EdU-positive cells in the MM group were significantly lower than those in the MC group (Fig. 3B).

### Differentially expressed genes (DEGs) in RNA-Seq data of rat and mouse chondrocytes

To investigate the differences in gene expression profiles that regulate chondrocyte proliferation, we analysed the RNA-seq results of rat and mouse chondrocytes.

First, the volcanic map showed the differences of 13,919 genes in mRNA expression between the model group and control group in each species (Fig. 4A). 

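Over all genes tested, not the shared genes alone, 4667 of 13303 rat genes had an adjusted P under 0.05, of which 2429 were higher and 2238 lower in the RM group than in the RC group. In mouse, this held for 11085 of 14774 genes, 5521 of them higher and 5564 lower in the MM group than in the MC group. The standard deviation of the log2 fold changes over genes was 0.71 in rat and 1.53 in mouse. Among the genes that passed the criteria for DEGs, the log2 fold changes reached from -4.94 to 12.00 in rat and from -10.06 to 17.18 in mouse. The upper ends are fitted values of genes with few or no counts in the control group (Ccl20 in rat and Saa3 in mouse), and depend on the small count that edgeR adds before the logarithm.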

Through statistical analysis, this study found 4083 genes with inconsistent expression in the RM and MM groups. Among them, 171 genes had significantly upregulated expression in the RM group and downregulated expression in the MM group. Additionally, 85 genes had significantly downregulated expression in the RM group and upregulated expression in the MM group. In addition, 3288 genes without a significant difference in the RM group had a significant difference in the MM group, whereas 539 genes had no significant difference in the MM group but had a significant difference in the RM group. Therefore, 4083 DEGs were found in rats and mice (Fig. 4B; Additional file 2: Table S2).

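By the same criteria, 3033 of the shared genes were called in 1 species alone or in opposite directions. Being called in 1 species alone does not show that the change differs between the species. The test of that difference, adjusted over the 10951 genes tested in both species, had an adjusted P under 0.05 for 6975 genes (63.7%), of which 3436 had the larger log2 fold change in mouse and 3539 the larger in rat. Requiring in addition a difference of at least 0.85 on the log2 scale left 3314 genes. This setting moved the number most. Library size alone gave 7609 genes, of which 5733 were among the 6975.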

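Upregulation in the RM group together with downregulation in the MM group was called for 133 genes, against 68.8 if the calls of the species were independent (one-sided Fisher's exact test, P = 6.16e-15). The difference between the species had an adjusted P under 0.05 for each of the 133. The calls, made on the same libraries, already require changes of at least 0.85 in opposite directions, so this adds no independent support. The count was 71 at a log2 threshold of 1 and 166 with no FPKM filter, and it lay between 112 and 145 when any 1 library was left out. The 3 genes of this class with the smallest P in the test of the difference were Cxcl12, Sfrp2 and Mgp. Cxcl12 rose in rat (ENSRNOG00000013589) from an FPKM of 0.562 ± 0.0196 (SD, n = 3) to 5.21 ± 0.357 and fell in mouse (chromosome 6, 117168535 to 117181367) from 62.4 ± 1.63 to 11.5 ± 0.0893. Its log2 fold changes were 3.19 (standard error 0.11) and -2.16 (standard error 0.034). Sfrp2, which encodes a secreted regulator of Wnt signalling, had log2 fold changes of 1.69 in rat and -5.17 in mouse. Mgp, the gene of matrix Gla protein, is abundant in these cells. Its FPKM rose in rat from 1479 ± 166.7 to 3307 ± 30.1 and fell in mouse from 466.6 ± 7.27 to 68.5 ± 2.74.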

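The opposite class, down in the RM group and up in the MM group, held 36 genes. Independent calls would give 48.7, and so few or fewer had a P of 0.0251 by the same test, so this class was not larger than independent calls would make it. Each of the 36 genes also had an adjusted P under 0.05 in the test of the difference between the species, which adds no independent support here either. The count was 15 with limma on log2(FPKM + 1), 26 with library size alone and 61 with no FPKM filter, and leaving out any 1 library gave 34 to 43. Col5a3, Il1rl1 and Sgk1 were the genes chosen from this class by the same rule. Col5a3 fell in rat (ENSRNOG00000020525) from an FPKM of 27.8 ± 1.6 (SD, n = 3) to 11.3 ± 0.883 and rose in mouse (chromosome 9, 20770050 to 20815067) from 5.1 ± 0.0295 to 49 ± 0.599, with log2 fold changes of -1.31 and 3.54. Il1rl1, which encodes the receptor of IL-33, had log2 fold changes of -1.06 (standard error 0.097) in rat and 4.58 (standard error 0.042) in mouse. For the kinase gene Sgk1 they were -1.07 and 1.63. None of these 3 genes lost its call when any 1 library was left out.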

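In the deposited counts, 2475 shared genes were called in the MM group and not in the RM group, and 389 in the RM group and not in the MM group. Of the former, 2225 were tested in both species, and the difference between the species had an adjusted P under 0.05 for 2146 of them (96.5%). In 59.5% the change in rat had the same sign as in mouse, and for 580 genes that change in rat had an adjusted P under 0.05 while staying short of the criteria for DEGs. Of the genes called in rat alone, 316 were tested in both species. The difference passed the test for 263 (83.2%), 57.9% had the same sign in mouse, and 147 of these had an adjusted P under 0.05 in mouse. No FPKM filter gave 3007 genes called in mouse alone, and limma on log2(FPKM + 1) gave 227 called in rat alone.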

**Fig. 4:**
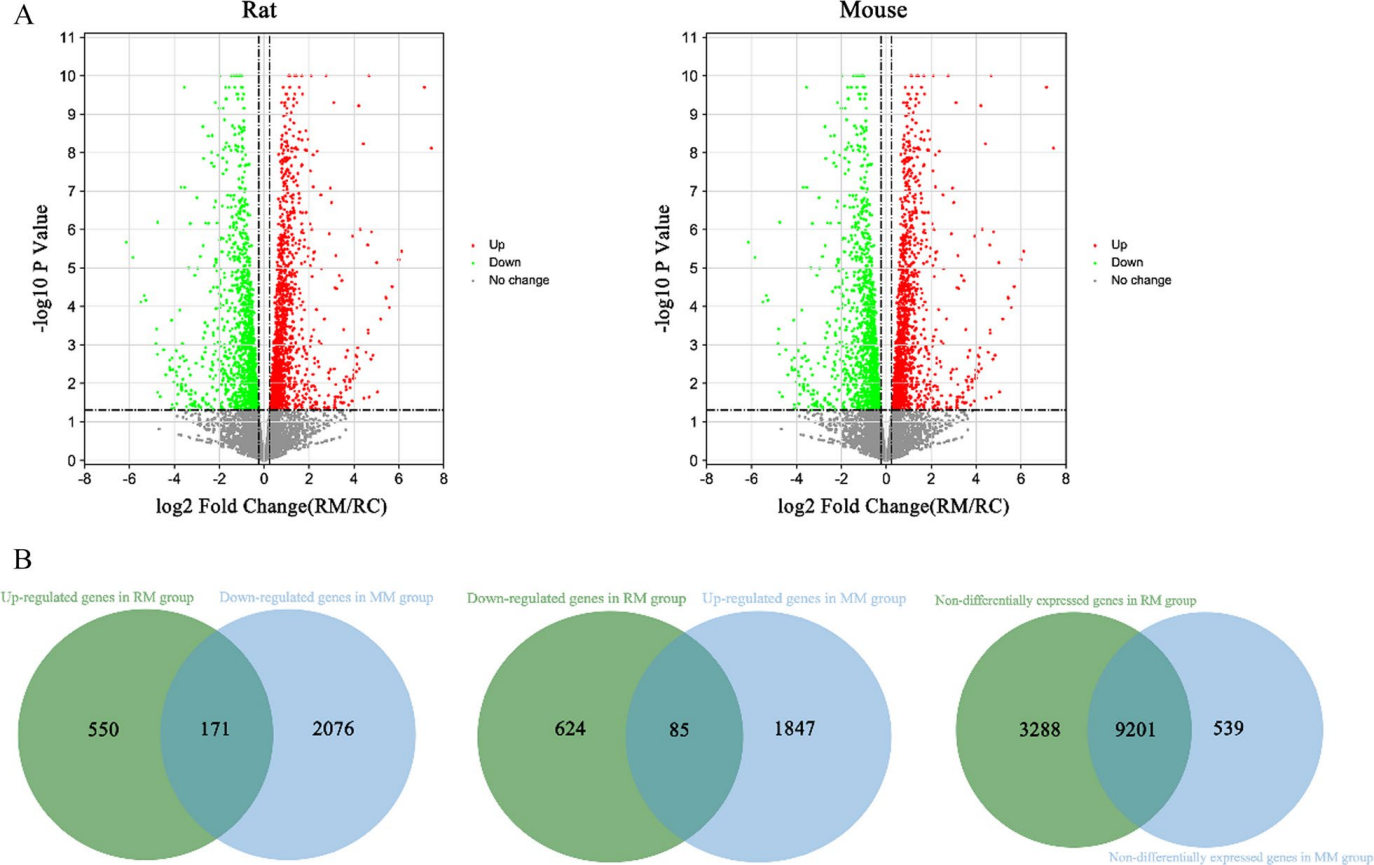
Volcano plots and Venn diagrams of DEGs. **A** Identification of DEGs between the model groups and control groups. *X*-axis represents the log2 transformed fold change. *Y*-axis represents the − log10 transformed significance. Genes with upregulated expression are annotated by red points. Genes with downregulated expression are represented by green points. Grey points represented non-DEGs. **B** Venn diagrams of DEGs between model group

### GO and KEGG pathway enrichment analysis of differentially expressed genes (DEGs)

The differences in the proliferation of the RM and MM groups may be related to these DEGs. As such, these DEGs in rats and mice were further analysed through GO and KEGG pathway enrichment analysis. GO functional classification was conducted to explore the function of annotated genes. In rats and mice, the terms “cellular process”, “biological regulation” and “regulation of biological process”; “cell”, “cell part”, and “organelle”; “binding”, “catalytic activity” and “molecular function regulator” were the most representative of biological process, cellular component and molecular function, respectively (Fig. 5A).

**Fig. 5:**
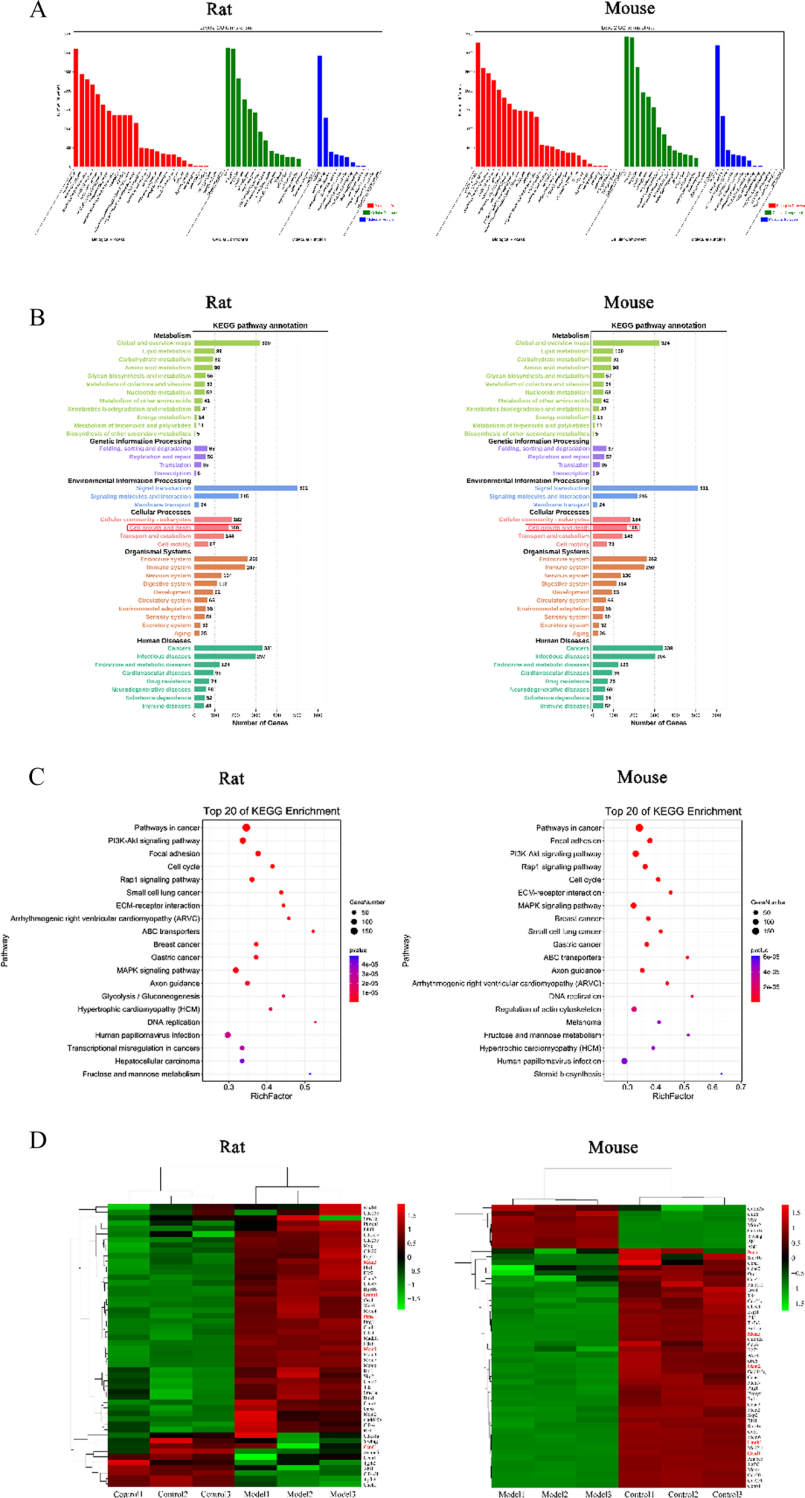
GO and KEGG pathway classification of DEGs. **A** Gene Ontology (GO) classification: red histograms are classified as biological process; green histograms are classified as cellular component and blue histograms are classified as molecular function. **B** Bar chart of KEGG pathway classification. **C** Bubble chart of KEGG pathway functional enrichment. **D** The expression levels of DEGs are represented by the colour from red (high) to green (low)

The significant pathways of the DEGs were established by KEGG pathway enrichment analysis. Based on the classification results, 168 DEGs between rats and mice belonged to the category of "cell growth and death" in the category of "cell process"; the signalling pathways in this category were closely related to cell proliferation (Fig. 5B). Among the top five signalling pathways in rats and mice according to the P value, only the "cell cycle" belonged to this category (Fig. 5C; Table 2). The 52 DEGs belonging to the "cell cycle" signalling pathway in rats and mice are shown by hierarchical clustering of a heatmap and include MCM2, MCM5, Lamin B1, PCNA, and Cyclin D1. 

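Of the 5 genes, Mcm2, Mcm5 and Lmnb1 (Lamin B1) had higher expression in the RM group than in the RC group and lower expression in the MM group than in the MC group. Mcm5 in rat (ENSRNOG00000014336) rose from an FPKM of 26.8 ± 2.35 (SD, n = 3) to 51.8 ± 1.67, a log2 fold change of 0.94 (standard error 0.08, adjusted P = 1.18e-05), and in mouse (chromosome 8, 75109569 to 75128439) fell from 12.6 ± 0.518 to 2.21 ± 0.18, a log2 fold change of -2.24 (standard error 0.078, adjusted P = 1.96e-35). Lmnb1 in rat (ENSRNOG00000013774) had a log2 fold change of 0.87 (standard error 0.077, adjusted P = 1.48e-05), and in mouse (chromosome 18, 56707813 to 56753424) one of -2.99 (standard error 0.082, adjusted P = 4.17e-41). Mcm2 in rat (ENSRNOG00000016316) had a log2 fold change of 0.56 (standard error 0.077, adjusted P = 0.000287), short of the threshold of 0.85, and in mouse (chromosome 6, 88883474 to 88898780) one of -1.72 (standard error 0.066, adjusted P = 4.71e-33). Pcna rose in rat (ENSRNOG00000021264), with a log2 fold change of 0.88 (standard error 0.086, adjusted P = 2.8e-05). In mouse (chromosome 2, 132249162 to 132253314) the direction depended on the scaling. The log2 fold change was 0.21 with TMM (standard error 0.041, adjusted P = 5.09e-06) and -0.07 with library size alone, and the FPKM was 43.8 ± 1.81 in the MC group and 41.8 ± 0.963 in the MM group. The mouse table also lists a pseudogene of Pcna with which the authors' counting could have split reads. Ccnd1 (Cyclin D1) did not change measurably in rat (ENSRNOG00000020918), where its log2 fold change was -0.07 (standard error 0.067, adjusted P = 0.479), and fell in mouse (chromosome 7, 144929931 to 144939925), with one of -1.56 (standard error 0.034, adjusted P = 1.57e-46). The rat calls of 3 genes rested on single libraries. Mcm5 dropped just under the threshold without RC replicate 1 (0.8488), Lmnb1 without RM replicate 2 or RM replicate 3 (0.84 in each case), and Pcna without RC replicate 2 (0.81) or RM replicate 2 (0.83). For each of the 5 genes, the test of the difference between the species had an adjusted P of 1.07e-05 or less.
Of the 52 genes of the heatmap, 12 were called as upregulated in rat and downregulated in mouse, 5 as upregulated in rat alone, 25 as downregulated in mouse alone, 7 as upregulated in mouse alone and 1 as downregulated in rat alone. The other 2, Ccna1 and Smc1b, were called in neither species. Ccna1 had 24 counts over the MC group and 0 over the MM group, and Smc1b had 23 and 4, and both were removed in mouse by the filter on low counts. Of the 50 genes tested in both species, 35 had a positive log2 fold change in rat and a negative one in mouse, 12 had the same sign, and 3 had the reverse pattern.

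**Figure D1:**
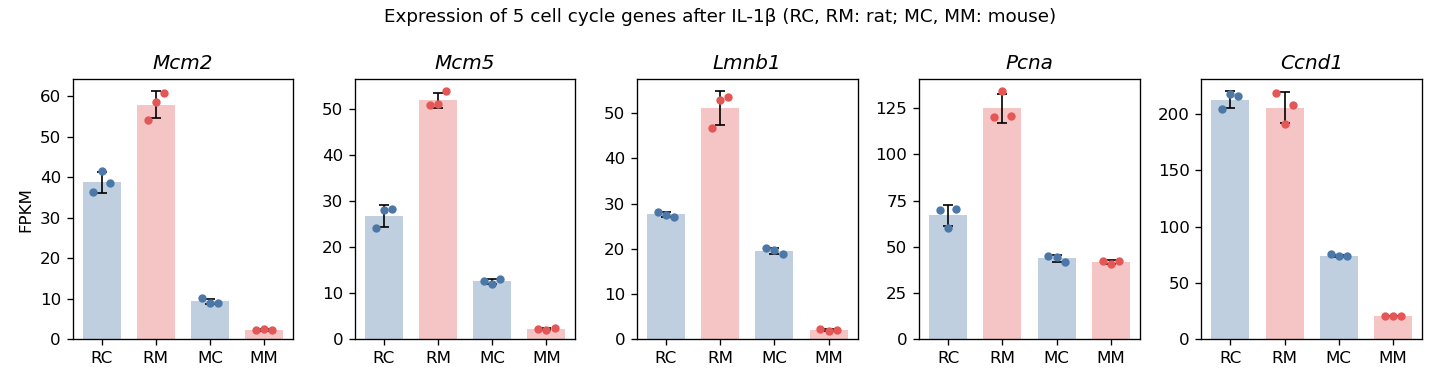
FPKM of Mcm2, Mcm5, Lmnb1, Pcna and Ccnd1 in each of the 12 libraries (vertical axis, FPKM) by group (RC, RM, MC and MM on the horizontal axis), 3 libraries per group, with the mean and SD. The RM libraries lie above the RC libraries for Mcm2, Mcm5, Lmnb1 and Pcna, and the MM libraries lie below the MC libraries for Mcm2, Mcm5, Lmnb1 and Ccnd1.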

(Fig. 5D; Additional file 3: Table S3).

**Table 2:** Classification of related pathways (sorted by *P* value)

A class	B class	Pathway name
Human diseases	Cancers	Pathways in cancer
Environmental information processing	Signal transduction	PI3K-Akt signalling pathway
Cellular processes	Cellular community-eukaryotes	Focal adhesion
Environmental information processing	Signal transduction	Rap1 signalling pathway
Cellular processes	Cell growth and death	Cell cycle

### Validation of proliferation-related protein expression in chondrocytes

The above five DEGs highly correlated with cell proliferation were selected for analysis to validate the RNA-seq results. The expression levels of MCM2 and MCM5 were detected via immunocytochemistry or immunofluorescence, respectively. The results revealed that, unlike their respective controls, the expression levels of these two proteins were significantly upregulated in the RM group but remarkably downregulated in the MM group (Fig. 6A, B).

**Fig. 6:**
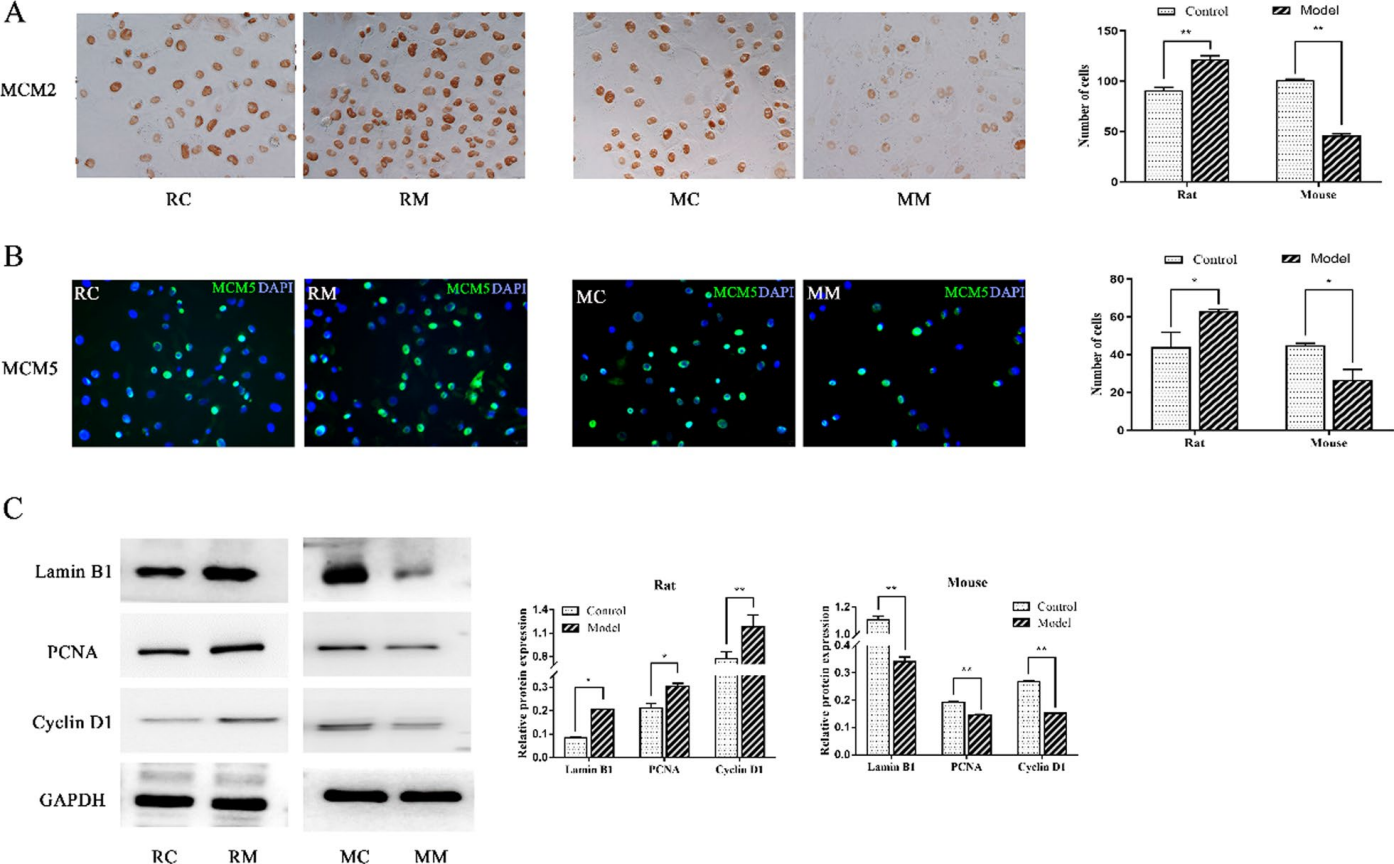
Proliferation-related DEGs in the RM group and MM group. **A** The expression level of MCM2 was detected by immunocytochemistry in rat and mouse chondrocytes after IL-1β intervention. **B** In situ expression of MCM5 was evaluated by cell immunofluorescence (green). The nuclei were counterstained by DAPI (blue). **C** Lamin B1, PCNA and Cyclin D1 expression levels were assessed by Western blots. GAPDH was used as the internal control. *P < 0.05; **P < 0.001

As shown in Fig. 6C, IL-1β downregulated the expression levels of Lamin B1, PCNA, and Cyclin D1 in mouse chondrocytes, while upregulating the expression levels of Lamin B1, PCNA, and Cyclin D1 in rat chondrocytes.

## Discussion

Primary chondrocytes isolated from rat or mouse articular cartilage are often used as research objects in experiments in vitro. Therefore, to accurately construct in vitro inflammation models for the study of early OA, we need to explore the differences between in vitro inflammation models of rat and mouse chondrocytes.

This study found that the expression patterns of related cytokines, chemokines, matrix metalloproteinases, and collagen were consistent between rat and mouse chondrocyte inflammatory models after RNA-seq. Notably, genes are biological markers that directly reflect the biosynthesis and catabolism of chondrocytes in OA progression. For instance, interleukins are inflammatory cytokines, and IL-1, IL-6, and IL-18 are proinflammatory factors [16, 17], while IL-13 is an anti-inflammatory factor [18]. Additionally, CXCL1, CXCL2, CXCL3, and CXCL16 belong to the CXC chemokine subfamily [19]. Inflammatory cytokines and chemokines are vital molecules in OA pathogenesis. In the chondrocytes of patients with OA, the content of these cytokines increased to varying degrees; therefore, their expression changes are used as a reference index to establish the inflammatory state in OA development [20–22].

MMP-3 and MMP-13 are matrix metalloproteinases (MMPs); they are the primary collagenases for cartilage degradation and are closely related to the pathological changes of OA [23, 24]. Type I collagen is a marker of fibrocartilage and exists throughout the development of OA; type II collagen is the most important collagen in articular cartilage and supports articular cartilage tissue. Moreover, type IX collagen plays a crucial role in the tissue and stability of the cartilage extracellular matrix [25–27]. By analysing RNA-seq results, all these genes, including inflammatory factors, chemokines, matrix metalloproteinases, and collagen, revealed a similar expression trend in the presence of IL-1β. Therefore, based on the biosynthesis and metabolism of cartilage in OA progression, no difference was noted between the inflammatory model of rat chondrocytes and mouse chondrocytes.

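For the genes of these families that were tested in both species, the size of the change was compared as the log2 fold change in mouse minus that in rat. The difference was 8.60 for Il6 (standard error 0.72, adjusted P = 2.03e-08), 7.34 for Il13ra2, 1.89 for Il18rap, 4.98 for Cxcl1 and 1.72 for Cxcl3 (adjusted P = 0.00864). It was 7.38 for Mmp3 (standard error 0.13, adjusted P = 2.92e-16) and 1.93 for Mmp13. In these genes the rise was larger in mouse. The difference for Mmp3 rests on 89 counts over the MC group. Without 1 library it ran from 7.24 to 7.64, so its standard error understates its uncertainty. For Il1rap the difference was 0.42 (adjusted P = 0.0155) and did not pass with library size alone (0.13, adjusted P = 0.436), and without RC replicate 1 it was 0.28. For Cxcl16 (0.55, adjusted P = 0.133) and Mmp9 (-1.34, adjusted P = 0.108) no difference was shown, although Mmp9 passed with DESeq2 (-1.30, adjusted P = 0.0361) and without MC replicate 3 (-1.79), and Cxcl16 passed without RC replicate 1 (0.65) or MC replicate 1 (1.01). Without MC replicate 2 the difference was -0.62 for Mmp9 and 0.30 for Cxcl16, and that for Cxcl16 was 0.35 without RC replicate 3. Cxcl2 passed the test (adjusted P = 0.0114) but not without RC replicate 1 (adjusted P = 0.0576) or RC replicate 3 (adjusted P = 0.0777), and the size of its difference rests on 1 to 2 counts in the control groups and is not given. The collagen genes fell further in mouse. The difference was -1.96 for Col2a1 (standard error 0.087, adjusted P = 5.27e-12), -2.90 for Col9a1, -0.26 for Col9a2 (adjusted P = 0.00678), -0.47 for Col9a3, -0.58 for Col1a1 and -1.17 for Col1a2. The last is uncertain because of the low FPKM of Col1a2 in rat.
Lists of genes were tested as sets with limma's fry, with P adjusted over the 21 comparisons of a list within a species, and separately over the lists for the difference between species. The response to NF-κB and IL-1 (35 genes, 33 tested in rat and 34 in mouse) had a median log2 fold change of 3.95 in rat (31 of 33 genes higher, adjusted P = 2.06e-07) and 4.81 in mouse (32 of 34 higher, adjusted P = 2.03e-08). Setting the 3 rat genes with 0 counts in a group at their limit left the rat median at 3.95. Adjusted over the list alone, 31 genes were higher and 1 lower in rat and 32 higher and 2 lower in mouse, and over all genes tested 31 and 1 in rat and 32 and 1 in mouse. The chondrocyte matrix genes (20 genes) had a median of -1.32 in rat (19 of 20 lower, adjusted P = 1.93e-05) and -2.94 in mouse (18 of 20 lower, adjusted P = 6.71e-08), and adjusted over the list alone, 19 genes were lower in rat and 18 in mouse, as many as over all genes tested. The median difference between the species was 1.18 for the former list (adjusted P = 5.62e-10) and -1.95 for the latter (adjusted P = 5.17e-11). Of these lists, 7 and 4 genes are also named in the paper.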

Rat and mouse chondrocyte inflammatory models have similar manifestations in the expression trend of the genes described above under similar conditions, including cell seeding density, IL-1β concentration, and shorter intervention time. However, rat chondrocytes showed significant increases, and mouse chondrocytes showed significant decreases.

To explore the reason, we further analysed and mined the sequencing results. Consequently, 52 genes were closely related to proliferation. 

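The 52 genes had a median log2 fold change of 0.63 in rat and -1.54 in mouse. Random lists of as many genes with matched expression, 10000 in each species, had medians whose central 95% lay between -0.09 and 0.12 in rat and between -0.20 and 0.19 in mouse. In rat, 42 of the 51 genes tested were higher in the RM group (adjusted P = 8.35e-06 with fry), and in mouse 40 of 50 were lower in the MM group (adjusted P = 4.92e-07). Over all genes tested, 39 were higher and 4 lower in rat at an adjusted P under 0.05, and 9 higher and 39 lower in mouse. Adjusted over the list alone, 39 were higher and 6 lower in rat, and 9 higher and 39 lower in mouse. The study chose these genes on the same libraries, so the list alone is not independent evidence. A list that does not come from the study was therefore tested as well, the 97 genes of S phase and of G2 and M phase that the Seurat package uses to score the cell cycle, of which 13 are among the 52. In rat, all 94 genes tested had a positive log2 fold change, with a median of 0.85 (adjusted P = 0.000181), and 46 were DEGs. In mouse, 85 of 96 had a negative one, with a median of -1.54 (adjusted P = 2.06e-07), and 64 were downregulated DEGs and 1 was upregulated. Adjusted over the list alone, 91 genes were higher in rat, and 8 were higher and 81 lower in mouse. Over all genes tested these numbers were 88, 8 and 81. Mki67, Top2a and Anln, the genes of this list named by the rule for single genes, had log2 fold changes of 0.94, 1.08 and 0.87 in rat and -2.32, -2.26 and -2.09 in mouse. In rat, Mki67 missed the threshold without RC replicate 2 (0.80), and Anln without RC replicate 2 (0.82) or RM replicate 2 (0.84). The median difference between the species, mouse minus rat, was -2.39 for this list (adjusted P = 5.71e-10, 92 of 93 genes with an adjusted P under 0.05) and -1.91 for the 52 genes (adjusted P = 2.93e-12, 50 of 50). The direction of both lists in each species was the same with camera, another set test of limma with a preset correlation between genes, and the largest camera P was 7.43e-07. Under the other scalings tried, the largest fry P for either list in either species was 8.52e-05. After naming Mcm2, Mcm5, Pcna, Ccnd1 and Lmnb1 among the cell cycle genes and giving their protein levels, the paper draws a conclusion. It states that IL-1β at a similar concentration promoted proliferation in rat chondrocytes and inhibited it in mouse chondrocytes within a short time. The paper also reports that EdU staining and cell density were higher in the RM group and lower in the MM group than in their controls. These were measured apart from the RNA.

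**Figure D2:**
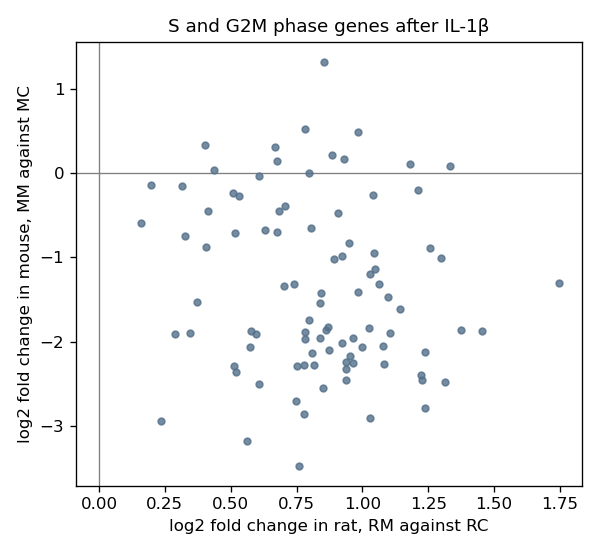
Log2 fold changes of 93 genes of S, G2 and M phase tested in both species, in rat (horizontal axis, RM against RC) and in mouse (vertical axis, MM against MC), each point 1 gene. In rat the values run from 0.16 to 1.75 and in mouse from -3.47 to 1.31. 82 genes lie in the part where rat is up and mouse is down, and 11 are up in both.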

Based on the functional GO categorizations, these genes are mainly implicated in cell metabolism. Furthermore, these genes were primarily concentrated in the "cell cycle" signal pathway belonging to "cell growth and death" via KEGG pathway enrichment analysis.

The related genes involved in the regulation of the "cell cycle" also directly regulate the proliferation of chondrocytes in rats and mice, as the genes included MCM2, MCM5, PCNA, Cyclin D1 and Lamin B1 [28–32]. The protein expression levels of MCM2, MCM5, Lamin B1, PCNA, and Cyclin D1 were significantly upregulated in the RM group and remarkably downregulated in the MM group. These findings further verify the RNA-seq results. Our results show that in a short time, a similar IL-1β concentration had the opposite effect on the proliferation of rat and mouse articular chondrocytes. That is, the same inflammatory stimulation conditions promoted the proliferation of rat chondrocytes in a short time period while inhibiting the proliferation of mouse chondrocytes.

Previous studies used IL-1β to stimulate rat chondrocytes and observed their proliferation. The proliferation of rat chondrocytes was significantly inhibited [33, 34]. These findings conflicted with our results. To explore the underlying mechanism, we passaged the chondrocytes used in these studies numerous times or cultured them in vitro for a prolonged period. Chondrocytes may be dedifferentiated, losing their proliferative capacity. Based on OA samples from surgery, chondrocytes from OA cartilage are usually in the middle and late stages of OA [35]. At this stage, the catabolism of chondrocytes is accelerated, and chondrocytes are prone to cellular senescence after culturing in vitro.

Nevertheless, in the early stage of OA, the local loss of cartilage surface proteoglycan and the cleavage of type II collagen trigger a transient increase in chondrocyte proliferation and metabolic activity [36, 37]; unlike healthy chondrocytes, OA chondrocytes have a higher cell proliferation rate [38–40]. Moreover, proliferated human chondrocytes show fibroblast-like morphology and synthesize little extracellular matrix [41]. Therefore, based on the above results of chondrocyte proliferation, extracellular matrix synthesis, and chondrocyte morphology, the rat chondrocyte inflammation model is more suitable to simulate the cartilage inflammation state in the early stage of OA than the mouse chondrocyte inflammation model. In addition, the corresponding research findings are more reliable.

This study has compelling limitations. First, we only explored and compared in vitro inflammatory models of rat and mouse chondrocytes, yet they have not been simultaneously compared with inflammatory models of human chondrocytes. As such, based on the available relevant findings, we can only speculate that the rat chondrocyte inflammation model is more suitable for early OA-related studies. In future research, we should establish additional species of early chondrocyte inflammation models and compare them with human chondrocytes in early OA. This analysis will provide more reliable inflammation models for early OA in vitro experiments.

## Conclusions

In conclusion, the expression of cytokines, chemokines, matrix metalloproteinases, and collagen in rat and mouse chondrocyte inflammation models was similar under similar inflammatory stimulation for a short period of time. However, considerable differences were noted in cell proliferation. Therefore, based on our results, the rat chondrocyte inflammation model may help in the study of the early pathological mechanism of OA.

## Supplementary Information

**Additional file 1.** A list of 635 genes with similar expression patterns in rats and mice.

**Additional file 2.** A list of 4083 differentially expressed genes in rats and mice.

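The list of 52 genes gives an FPKM value for each of the 6 rat libraries and the 6 mouse libraries. All 52 Ensembl identifiers of each species were found in the deposited tables. Within a tolerance of 1%, 311 of 312 rat values and 309 of 309 mouse values above the smallest entry equalled the deposited FPKM. The remaining 3 mouse values are entered in the list at the smallest entry, just above 0, and the deposited FPKM is 0 for these 3.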

**Additional file 3.** A list of 52 differential expressed genes belonging to the “cell cycle” signaling pathway.

**Additional file 4.** Number of published reports on cell models of osteoarthritis.

## Data Availability

The datasets used and/or analysed during the current study are available from the corresponding author on reasonable request.

## Abbreviations

OA: Osteoarthritis
MCM2: Minichromosome maintenance 2
MCM5: Minichromosome maintenance 5
PCNA: Proliferating cell nuclear antigen
RC: Rat control group
MC: Mouse control group
RM: Rat model group
MM: Mouse model group
RIN: RNA integrity number
FPKM: Fragments per kilobase million
DEG: Differentially expressed gene
EdU: 2.4 5‑Ethynyl‑2′‑deoxyuridine
PBS: Phosphate-buffered saline
DAB: Diaminobenzidine
MMPs: Matrix metalloproteinases

How the deposited data were processed for this re-analysis (not part of the article)

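The data are RNA-seq libraries of primary articular chondrocytes from rats and mice, 12 in all, with 3 in each of the RC, RM, MC and MM groups. A library's group was taken from its label and the paper. The replicate numbers 1 to 3 recur in each group, and neither the paper nor the labels say that a number marks a shared animal or day.

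For each species the authors deposited 1 table with raw counts per Ensembl gene and library, which are whole numbers without normalization. The same tables hold FPKM values that the authors made from these counts. Dividing each count by a whole-number gene length and by the total of its column gave the deposited FPKM within 0.1% for 100% of the 78300 rat values and the 85790 mouse values checked, so the FPKM carry no other normalization. The program that counted the reads, the aligner and the genome build are not given in the sources used here, nor is whether the counting used the strand of the reads, so genes that overlap others or have close relatives are uncertain. Of the 28603 mouse identifiers, 28595 are in GENCODE M21, 28348 with the same symbol. No rat genome or annotation was used.

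Counts as deposited were analysed in R 4.3.3 with edgeR 4.0.16. Genes with low counts were removed with filterByExpr, libraries were scaled by TMM, and each species was fitted separately with glmQLFit and glmQLFTest. Standard errors were computed from the fit as the size of the log2 fold change divided by the square root of the test's F statistic. P values were adjusted by the Benjamini-Hochberg method over all genes tested in the species. For genes with few counts in a group, such as Saa3 in mouse, these standard errors understate the uncertainty. The criteria for DEGs were an unadjusted P under 0.05, a log2 fold change of at least 0.85 in either direction and an FPKM of at least 1 in at least 1 library of the comparison, counted over genes shared by symbol. The difference between the species was tested in 1 fit of the genes shared by symbol over all 4 groups, as the change in mouse minus the change in rat, with library sizes and TMM factors set within each species and 1 estimate of the spread for all groups. A fold against a group with a count of 0 was computed as a limit from 3 counts over the group, and a gene with 1 to 3 counts in a group was given as a ratio of counts with an exact 95% interval. These cover counting error only.

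Gene lists were tested with fry and camera of limma 3.58.1 on log2 CPM from edgeR with a prior count of 2. Lists of p53 targets, of the response to NF-κB and IL-1, of chondrocyte matrix, fibroblast, macrophage and leukocyte, endothelial and muscle genes, of glycolysis and hypoxia and of the interferon response were written down before the deposited files were seen. The values of Cdkn1a, Mdm2 and Gapdh had been seen in the supplementary tables, and the p53 and glycolysis lists were written because of them, so both were also tested without these genes. The cell cycle list is that of Table S3, and the genes of S phase and of G2 and M phase come from Seurat 5.3.0. The tests within the species form a family of 21 comparisons, and P was adjusted over it. The tests of the difference between the species form another. Each list's median was set beside the medians of 10000 random lists of the same size, matched on mean expression.

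Single genes were named by a rule fixed in advance, when the values of the supplementary tables had been seen. The rule takes every gene that the paper names for the RNA-seq data, with the receptor genes of Fig. 2B beside the cytokines and Gapdh as the internal control of the blots. It adds, per species and over all genes tested, the 3 largest rises and the 3 largest falls among genes past the criteria for DEGs with an adjusted P under 0.05, a mean FPKM of at least 10 in a group and no overlap between the groups. It adds the 3 genes with the smallest P of the difference between the species in each class of opposite direction. Of each other list it adds the 3 genes with the smallest adjusted P in either species among those that pass the test of the difference, or the 3 smallest if none passes, and of Table S3 up to 6 genes that were called in neither species or in the same direction in both.

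The tests by edgeR, DESeq2, limma, fry and camera named here were checked on simulated data with known answers, and the other scalings, filters and pseudocount and the replicate block were not. For each species, counts were drawn for the real genes from the real means and library sizes with 200 genes changed by a log2 fold change of 1.5. In the rat simulation, 193 of the changed genes passed the filter on low counts and edgeR recovered 98.96% of them, with 1.55% of its calls false. In the mouse simulation, 194 passed, with 97.42% recovered and 4.06% false. DESeq2 1.42.0 recovered 97.41% and 93.3%, and limma on log2(FPKM + 1) 97.41% and 93.81%. For the difference between species both simulations were joined, with 400 changed genes over both, and 298 of the shared genes tested differed. Of these, edgeR recovered 97.32% with 2.68% of calls false, DESeq2 96.64% with 5.26% and limma-voom with a weight per species 97.32% with 4.92%. Over 2000 unchanged lists of 50 genes drawn from 40 simulated data sets, fry gave a P under 0.05 for 4.95% in rat, 4.75% in mouse and 5.1% for the difference, and camera for 1.7%, 1.5% and 1.45%. The values at which the simulation counts as passed were set after these results were seen. Genes were drawn independently, with 1 spread per species, so the rates for lists do not cover genes that vary together, such as those of the cell cycle. As many genes were raised as lowered, and far fewer than the 4667 in rat and 11085 in mouse with an adjusted P under 0.05. The simulation therefore does not test the scaling.

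The depth per library was 16841580 to 25903459 counts, at which 3 counts are 0.116 to 0.178 CPM. The alternatives chosen before the data were examined were DESeq2, size factors by the RLE method, library size alone, no filter on low counts, adjusted P, a log2 threshold of 1, a mean FPKM of at least 1 in a group, no FPKM filter, limma on log2(FPKM + 1) and on log2(FPKM + 0.1), the replicate number as a block, symbols matched by case or with at least 1 count, camera, and leaving out each library in turn. Those added later are named as such where their effects are given. KEGG and GO enrichment was not repeated because the term tables were not used here, and the protein, EdU and morphology experiments have no values among the tables analysed.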

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

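The change after IL-1β was compared between the species by a test of the difference itself, mouse minus rat, and each list and named gene that passed it is given here, with the genes called outside the shared set. Cxcl2 also passed it (adjusted P = 0.0114), but with 1 to 2 counts in the control groups the size of its difference is not given. The tests of RNA from other cell types and of mislabelled samples for the cell cycle genes, of scaling and of spread for the number of genes that differ, of scaling and low counts for the interferon genes, and of low counts for the genes outside the shared set were chosen only after the result was seen. The tests of scaling and gene length for the cell cycle, p53 and glycolysis genes were chosen before. So were those of GC content for the cell cycle and p53 genes and of gene length for the interferon genes. The regroupings of libraries and the test of chance for the genes outside the shared set were also chosen before. RLE size factors, where they are among the scalings, were added after the data had been examined. The lists without Cdkn1a and Mdm2 or without Gapdh were added then too.

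The change differed between the species for 6975 of 10951 shared genes. Library size alone gave 7609 genes, of which 5733 were among the 6975, so these 5733 passed under both scalings. Scaling was not excluded as a source of the rest. Library size alone moves the median log2 fold change of mouse from -0.02 to -0.295, which can itself add genes, so the higher number does not decide. The spread was smaller between mouse than between rat replicates, and limma-voom with a weight per species, which drops the assumption of 1 spread, gave 6958 genes, of which 6787 were among the 6975. Of 100 regroupings of the libraries within the species, the real one included, 1 gave as many genes, the real one, and the largest other number was 5720. The other regroupings also mix control and model libraries, so they show what is found when the response within a species is broken up. When counts were simulated with 1 response for both species, the real grouping gave 0 genes with an adjusted P under 0.05. Every other of the 100 did so too. A tie at 0 cannot show whether the real grouping would come first by design, so the regroupings do not decide on chance for this number. Each species has its own libraries and its own table, and the sources used here give no dates or batches, so a difference in how the cultures of each species were handled stays open beside a difference between rat and mouse chondrocytes.

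The genes of S, G2 and M phase rose in rat and fell in mouse, with a median difference of -2.39, and the 52 cell cycle genes had one of -1.91. Among single genes the difference was -2.28 for Mcm2, -3.17 for Mcm5, -3.86 for Lmnb1, -0.67 for Pcna, -1.49 for Ccnd1, -3.26 for Mki67, -3.34 for Top2a and -2.97 for Anln. Scaling is argued against, because both directions held under 3 scalings with a largest fry P of 8.62e-05. Gene length is argued against as the whole cause, because 0 of 10000 random lists matched on expression and length lay as far out in either species. The same held for GC content in mouse, with 0 of 10000 lists, and GC content was not tested in rat. RNA from leukocytes, endothelial cells or muscle is argued against by the level of their markers. The highest median FPKM of the 3 marker lists in any group was 0.542, and their most abundant genes were Cd14, at 22.7 in the RM and 24.1 in the MM group, and Egfl7, at 8.35 in the RC group. A mislabelled library is argued against by the NF-κB and IL-1 list, whose median log2 CPM was at least 3.32 higher in every model library than in every control library of the species. Of 100 regroupings, 1 gave an fry P of the list as small as the real one, namely the real one. In the counts simulated with 1 response for both species, 57 of 100 did. Chance is thus argued against for this list, with the limit that the other regroupings break up the response within a species. A different share of fibroblasts was not excluded, and neither was a difference in cell density, which the paper reports for the cultures. An opposite response of the cell cycle in the species is a candidate explanation that these tests leave open, as a hypothesis found and tested on the same data. The paper's EdU staining is separate evidence on proliferation that was not tested here. It reports a higher rate of positive cells in the RM group and a lower one in the MM group.

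The p53 target genes rose more in mouse than in rat, by a median difference of 0.68 (adjusted P = 1.25e-07). Their median log2 fold change was 0.14 in rat (18 of 28 genes higher, adjusted P = 0.065) and 0.68 in mouse (26 of 32 higher, adjusted P = 3.78e-07). Adjusted over the list alone, 12 genes were higher and 5 lower in rat, and 24 higher and 5 lower in mouse, against 11 and 5 and 24 and 5 over all genes tested. The difference was 2.57 for Cdkn1a, 2.39 for Mdm2 and 1.51 for Plk2. In rat, Cdkn1a had a log2 fold change of 0.03 (adjusted P = 0.858), which turned to -0.03 without RC replicate 1 and to -0.08 without RM replicate 1. Cdkn1a and Mdm2 are the 2 genes of the list that Table S3 also holds. Without them, the median difference was 0.58. On this reduced list, scaling is argued against by an fry P of the difference that stayed at 8.79e-06 or below, gene length by 1 of 10000 random lists as far above 0 in mouse, and GC content by 2 of 10000. A stronger p53 response in mouse chondrocytes may lie behind the fall of the cell cycle genes there. No test here separates that order from the reverse or from a common cause.

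The genes of glycolysis and hypoxia rose by a median of 0.54 in rat (22 of 24 higher, adjusted P = 0.000183) and 2.45 in mouse (24 of 24 higher, adjusted P = 6.71e-08), a median difference of 1.98 (adjusted P = 1.56e-10). There were 18 genes higher in rat and 24 in mouse adjusted over the list alone, against 17 and 24 over all genes tested. The difference was 2.53 for Slc2a1, 1.93 for Slc16a3, 4.94 for Car9 and 1.75 for Gapdh. Gapdh, which the paper uses as the internal control of its blots, had a log2 fold change of 0.28 (standard error 0.076, adjusted P = 0.0168) in rat, which was 0.18 without RC replicate 1, and 2.03 (standard error 0.024, adjusted P = 2.43e-61) in mouse at the level of RNA. Without Gapdh the median difference was 2.00. On this reduced list in mouse, the largest fry P was 2.2e-08 over 3 scalings and 2.54e-08 on log2(FPKM + 1), which argues against scaling. Gene length is argued against by 0 of 10000 random lists as far above 0 as the reduced list. A lower oxygen level in the mouse cultures, an effect of IL-1β on metabolism, or both could give this pattern, and neither was tested.

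The interferon response genes fell in mouse, by a median of -1.96 (19 of 21 lower, adjusted P = 0.00099), and had a median of 0.03 in rat (8 of 14 higher, adjusted P = 0.0258). In rat camera did not pass, and neither did fry when any of 4 libraries was left out. The median with the 1 mouse gene at 0 counts in a group set at its limit was also -1.96. In rat, 1 gene was higher and 1 lower adjusted over the list alone, and in mouse 2 were higher and 18 lower, as many as over all genes tested. The median difference was -1.69 (adjusted P = 1.18e-05). It was -1.69 for Ifit2 and -2.73 for Isg15, whereas Gbp2 rose more in mouse, by 1.93. Ifit2 in rat had a log2 fold change of -0.08, which turned to 0.12 without RC replicate 1 and to 0.09 without RM replicate 1. In mouse, scaling is argued against by a largest fry P of 0.000739 over 4 scalings, and gene length by 0 of 10000 random lists as far below 0. Of 21 members, 4 had a mean CPM above the median of all genes tested, and 3 of these were lower (median -1.86, fry P of the 4 members 0.00362), which argues against low counts as the whole cause. The random lists of the length test were also matched on mean expression, and 0 of 10000 lay as far below 0 as the 21 members. Of these members, 18 were lower at an adjusted P under 0.05. Both values argue against low counts for the list as a set. For the members that did not pass, low counts stay open. A higher interferon activity in the mouse control cultures, or a fall of it after IL-1β, might give this pattern. A comparison of levels across the species was not made, since the tables were normalized separately.

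The genes of the inflammatory response rose more in mouse. The median difference was 1.18 for the NF-κB and IL-1 list, and with library size alone its fry P was 1.82e-09. For single genes the difference was 8.60 for Il6, 0.42 for Il1rap, 7.34 for Il13ra2, 1.89 for Il18rap, 4.98 for Cxcl1, 1.72 for Cxcl3, 7.38 for Mmp3, 1.93 for Mmp13, 3.09 for Lcn2 and 6.81 for Ptgs2. The differences of Il6, Il13ra2 and Cxcl3 rest on 6, 10 and 16 counts over the MC group. With library size alone, the difference of Il1rap did not pass (0.13, adjusted P = 0.436), and without RC replicate 1 it was 0.28. The chondrocyte matrix genes fell more in mouse, with a median difference of -1.95 and an fry P of 4.29e-12 with library size alone. The difference was -0.58 for Col1a1, -1.17 for Col1a2, -1.96 for Col2a1, -2.90 for Col9a1, -0.26 for Col9a2, -0.47 for Col9a3, -1.87 for Col11a1, -2.70 for Fmod, -5.65 for Ucma and -4.69 for Eln. That of Col1a2 is uncertain, since its FPKM in rat was far below that of Col1a1. Col11a1 in rat had a log2 fold change of -0.84, just short of the threshold, and passed it without RC replicate 2 (-0.86), RC replicate 3 (-0.88) or RM replicate 1 (-0.88). Whether mouse chondrocytes respond more strongly to this dose, or whether the dose acts differently because the cytokine or its receptor differs between species, was not tested.

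Among the genes named for their size of change, the difference was -3.31 for Gdf10, -2.47 for Fzd9 and 1.40 for Aqp1. For the genes of opposite direction, which were chosen for the smallest P of the difference, it was -5.35 for Cxcl12, -6.86 for Sfrp2, -3.63 for Mgp, 4.86 for Col5a3, 5.64 for Il1rl1 and 2.69 for Sgk1. No technical explanation was tested for these genes alone, and no explanation by a condition other than species is given by the design.

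The lists of marker genes of other cell types gave mixed results. The fibroblast list had a median difference of -0.53, yet fry gave its direction as higher in mouse (adjusted P = 0.0425) and camera did not pass. Within the species its median was -0.12 in rat and -0.59 in mouse, while fry gave upward directions (adjusted P = 0.0258 and adjusted P = 0.000375) and camera downward ones, so that the signs differ. Its members move apart. The difference was 2.72 for Dcn and 2.80 for Tnc, against the fall of Col1a2, and 14 of 15 members had a mean FPKM of at least 1 in the RC and 13 in the MC group, so these cultures express most of them. In rat, 4 were higher and 5 lower, and in mouse 5 were higher and 9 lower, adjusted over the list alone and over all genes alike. The macrophage and leukocyte list had a median difference of 1.24 (adjusted P = 4.42e-05), with 3.09 for Cd14, 0.59 for Cd68 and 1.89 for Lyz2. Its medians were 0.45 in rat (8 of 12 higher, adjusted P = 0.315) and 0.85 in mouse (4 of 6 higher, adjusted P = 0.000249), with 3 genes higher and 3 lower in rat and 4 higher in mouse adjusted over the list alone, as many as over all genes. Cd68 did not differ with library size alone (0.29, adjusted P = 0.224), nor without RM replicate 2 (0.50), MC replicate 1 (0.47) or MM replicate 2 (0.52). The muscle list had a median difference of -2.80 over 3 genes (adjusted P = 3.87e-06), with -2.80 for Des and -4.04 for Tnnt3. Its medians were -0.42 in rat (3 of 3 lower, adjusted P = 0.0184) and -2.42 in mouse (3 of 4 lower, adjusted P = 0.000271), with 2 genes lower in rat and 3 in mouse adjusted over the list alone, against 1 and 3 over all genes. In rat, 1 endothelial gene was tested, Egfl7 (-0.39), too few for a set test. In mouse, 3 were, with a median of 0.72 (2 of 3 higher, adjusted P = 0.0222), 2 higher and 1 lower adjusted over the list alone and over all genes. For these 4 cell type lists, the results that camera or the leaving out of 1 library changes are given with the effects of the processing. The difference was 1.11 for Egfl7, whose FPKM was 0.391 in the MC and 0.536 in the MM group. Des had an FPKM of 2.39 in the MC and 0.209 in the MM group. At such levels the leukocyte, endothelial and muscle lists may reflect traces of other cells or low expression in chondrocytes. The highest median FPKM of these 3 lists in any group, 0.542, leaves room for traces only.

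Outside the shared set, which the paper analyses alone, 155 of 1773 rat genes tested met the criteria for DEGs, 82 of them higher and 73 lower in the RM group, and 714 of 2955 mouse genes did, 402 higher and 312 lower in the MM group. Saa3 in mouse and Cxcl6 in rat are among them. Chance at an unadjusted P is argued against, because 85.81% of the rat calls and 99.72% of the mouse calls had an adjusted P under 0.05. Calls with P spread evenly below 0.05 would keep 35.0% in rat and 74.8% in mouse. The calls were also selected for a log2 fold change of at least 0.85, which favours a small P, so these percentages are no strict reference. Low counts are argued against as the whole cause, because most calls with a mean CPM at or below the median of all genes tested also kept an adjusted P under 0.05. In rat these were 109 of 131 (83.2%, exact 95% binomial interval 75.7% to 89.2%), and in mouse 590 of 592 (99.7%, interval 98.8% to 99.96%). These intervals take genes as independent, which they are not. A gene outside the set may still have an ortholog under another symbol, which matching by symbol cannot show.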

How the results depend on the processing

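One choice was changed at a time. The alternatives added after the data had been examined are an FPKM of at least 1 in any of the 12 libraries, DESeq2 with neither filter, limma-voom with a weight per species, RLE size factors for the gene lists, and the p53 list without Cdkn1a and Mdm2 and the glycolysis list without Gapdh.

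The numbers of DEGs stayed within 1.5 times of their values under DESeq2, RLE size factors, library size alone, no filter on low counts, adjusted P and a mean FPKM in place of a single one. With limma on log2(FPKM + 1), 937 genes were called up in mouse and 242 down in rat, with 137 down in both species, 87 up in rat and down in mouse, 15 of the reverse and 227 in rat alone. This scale understates the change of low genes by construction. With a pseudocount of 0.1, 23 genes were down in rat and up in mouse. With a log2 threshold of 1, 71 genes were up in rat and down in mouse and 21 the reverse. Without an FPKM filter, 61 genes were down in rat and up in mouse, and DESeq2 with neither filter called 71 genes of this class and 328 down in both species. These settings differ in how many genes can pass, and the class of genes down in rat and up in mouse, with 36 genes, moved most often. With the FPKM minimum in any of the 12 libraries, that class held 54 genes, or 1.5 times as many. Leaving out 1 library moved no count of DEGs by 1.5 times. The number of rat genes called up ranged from 490 to 629 and that of mouse genes called up from 1463 to 1486.

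The number of genes that differ between the species was 3314 when a difference of at least 0.85 was also required, which by construction removes small differences. It was 6906 with DESeq2 and 6590 to 7539 when 1 library was left out.

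Replicate numbers did not pair the libraries. Deviations of the same-numbered control and model libraries from their group means correlated, across genes, by 0.0241, -0.0977 and 0.0849 in rat and by 0.00124, 0.0149 and 0.00482 in mouse. With the number as a block, 550 genes were called up and 449 down in rat, 1462 and 1608 in mouse, and 6816 differed between the species, of which 6728 were among the 6975. The block moved the fry P of the fibroblast list to 0.26 in rat and 0.0628 for the difference, of the interferon list in rat to 0.0723, and of the reduced p53 list in rat to 0.0494. Since the libraries share only a number, this is not read as a weaker effect.

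The lists of S, G2 and M phase genes, of the 52 cell cycle genes, of the NF-κB and IL-1 response, of chondrocyte matrix and of glycolysis kept their direction and a P under 0.05 in both species and in the difference under every alternative run, including the leaving out of each library. So did the p53 and interferon lists in mouse and in the difference. P values of the lists here are unadjusted. With camera, the P was 0.753 for the fibroblast list in rat, 0.2 in mouse and 0.524 for the difference, each with the direction reversed, and the cause was not tested. It was 0.39 for the interferon list in rat, 0.214 for the difference and 0.227 for mouse in the macrophage and leukocyte list, 0.0804 in rat, 0.117 in mouse and 0.187 for the difference in the muscle list, and 0.469 for the endothelial list in mouse, where the cause was not tested either. With library size alone, the direction fry gave for the fibroblast list reversed in mouse, with a P of 0.00409, and in the difference, with 0.000255, the endothelial list in mouse had a P of 0.0834, and the p53 list in rat passed, at 0.0491 in full and 0.0423 without Cdkn1a and Mdm2. With RLE size factors the reduced list had a P of 0.0497. On log2(FPKM + 1) the fibroblast list in mouse also reversed, with a P of 0.00328. The cause was not tested, and the list holds genes that rise and genes that fall.

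When each library was left out in turn, the fry P of the fibroblast list ranged from 0.0172 to 0.0857 in rat, from 0.000354 to 0.326 in mouse and from 0.00556 to 0.615 for the difference. In rat it rose above 0.05 without RC replicate 3 (0.0857), RM replicate 1 (0.0724) or RM replicate 2 (0.0531). In mouse it did so without MM replicate 1. The difference reversed without MM replicate 1 and did not pass without RC replicate 1 (0.0883), RM replicate 2 (0.0782), MC replicate 1 (0.134), MC replicate 2 (0.0594), MM replicate 2 (0.114) or MM replicate 3 (0.185). The fry P ranged from 0.0015 to 0.0972 for the endothelial list in mouse, from 0.0086 to 0.0615 for muscle, from 0.0111 to 0.134 for interferon, from 0.102 to 0.871 for macrophage and leukocyte, from 0.0145 to 0.214 for p53 and from 0.0103 to 0.226 for reduced p53 in rat. The muscle list in rat did not pass without RC replicate 2, RM replicate 1 (0.0569) or RM replicate 3 (0.0505), the interferon list in rat without RC replicate 1 (0.0674), RC replicate 2, RM replicate 2 (0.0582) or RM replicate 3 (0.0612), and the endothelial list in mouse without MM replicate 1 or MM replicate 3 (0.0957). The p53 list in rat passed without RM replicate 2 alone, and the macrophage and leukocyte list, which passes under none of them, turned downward without RM replicate 1 (0.608).

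Of the single genes, Pcna in mouse reversed to -0.066 with library size alone, to -0.064 with limma on log2(FPKM + 1) and to -0.065 with log2(FPKM + 0.1). FPKM are scaled by library size. The median over all mouse genes moves from -0.02 with TMM to -0.295 with library size alone, so relative to it the change of Pcna is about as large under both. Without 1 library, Cdkn1a in rat ranged from -0.0847 to 0.1102 and Ifit2 in rat from -0.2148 to 0.1226, both around no change. Over all named genes and the alternatives other than leaving out a library, 1366 results within a species kept their direction and their side of the threshold, 26 fell short of it, 2 came to pass it and 3 reversed. For the difference between the species, 234 were kept, 2 fell short and 4 came to pass. With 1 library left out, 732 were kept, 23 fell short, 3 came to pass and 4 reversed within a species, and 712, 5, 3 and 0 in the difference. Further calls that depend on 1 rat library are those of Cd14 (0.78 without RC replicate 1 and 0.84 without RM replicate 3), Cd68 (0.79 without RM replicate 1), Lyz2 (-0.77 without RC replicate 2, -0.79 without RM replicate 2 or RM replicate 3) and Tnnt3 (-0.82 without RC replicate 1), and in mouse Lyz2 (0.75 without MM replicate 2).

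Matching symbols by case gave 14378 shared genes, and requiring at least 1 count gave 13953. Depth limits what can be said of Il1a in rat (0 and 5 counts over the groups), of Il18 in rat (7 and 10) and of Il1b in rat (3 and 1) and mouse (0 and 2).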

Differences from the paper's values

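The values set beside the paper's are those of edgeR's quasi-likelihood test with TMM, and the alternatives named were set before the data were examined unless said otherwise.

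For genes downregulated in the RM group the paper gives 709 and the deposited counts gave 446. No FPKM filter (633) and the fit without RC replicate 1 (485) come within 1.5 times of the paper's number, and the others do not. For genes downregulated in both species the paper gives 347, against 215 here, and of the alternatives set before, no FPKM filter alone comes within 1.5 times (312). For genes with the same direction in both species the paper gives 635, against 423. Library size alone (424), no filter on low counts (425) and no FPKM filter (566) come within 1.5 times, as do 8 fits with 1 library left out (up to 435), and the others do not. For genes down in the RM group and up in the MM group the paper gives 85, against 36, and no FPKM filter alone comes within 1.5 times (61). An FPKM of at least 1 in any of the 12 libraries, which was chosen after seeing the data, gave 504, 273, 515 and 54 for these 4 numbers, comes within 1.5 times for all but the last, and drops 139 of the 633 genes of Table S1 held here. DESeq2 with no filter on counts or FPKM, which was chosen after seeing the values, gave 647, 328, 595 and 71, comes within 1.5 times for each, and drops 50 of these genes. No FPKM filter drops 99 of them, and the criteria used here drop 223.

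The paper's other counts were within 1.5 times. It gives 721 genes up in the RM group, 1932 up and 2247 down in the MM group, 288 up in both, 171 up in the RM and down in the MM group, 3288 in mouse alone, 539 in rat alone and 4083 in all of these, against 535, 1460, 1607, 208, 133, 2475, 389 and 3033. DESeq2 with neither filter comes closer to these as well, with 675, 1903, 2179, 267, 164, 3252, 492 and 3979. For shared genes the paper gives 13,919, against 14402 here and 13929 with symbols of the same case and at least 1 count in each species. The rat and mouse genes drawn in Fig. 2A add up, for each species, to the number of symbols with a count here, 18414 in rat and 27382 in mouse.

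The methods state a minimum FPKM of 1. Table S1 was held here with 633 of its 635 genes, and 158 of these have no rat library and 155 no mouse library with a deposited FPKM of 1, with 93 in neither species. Of the first 1999 of the 4083 genes of Table S2, all are past the fold change and P thresholds in mouse by the table's own values and 256 in rat. Of these, 532 have no mouse library and 66 no rat library with an FPKM of 1.

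Table S1 or the part of Table S2 held here gives 108 log2 fold changes of named genes. Of these, 5 differed by more than the spread between replicates, a measure that does not allow for few control counts. For Il6 in mouse the paper gives 12.6138 and the fit 12.51, for Cxcl2 in mouse 13.4944 and 13.11, for Ccl20 in mouse 9.52718 and 9.14, for Orm1 in rat 9.63206 and 9.39, and for Nos2 in mouse 16.8794 and 16.49. The last 4 rest on 1 to 2 counts over the control group, so that the fitted value depends on the prior count. DESeq2 gave 12.61, 13.49, 9.52, 9.63 and 16.88, which do not differ from the paper's. The fit without MM replicate 3 also does not differ for Il6 (12.56), nor that without RC replicate 1 for Orm1 (9.66). Without MC replicate 3 for Cxcl2 and Nos2, and without MC replicate 1 for Ccl20, no control count is left, and the log2 fold changes of at least 11.11, 14.49 and 7.18 do not differ from the paper's either. By the spread between replicates, the other alternatives differ. For Ccl20 and Nos2 in rat, with 0 counts over the RC group, the paper gives 11.418 and 8.47869, and the limits of at least 8.98 and 6.06 on the log2 scale do not differ from these.

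In the volcano plots of Fig. 4A the largest log2 fold change is about 7.4 in each panel, read by eye. Among all DEGs with more than 3 counts over each group, the largest was 17.18 in mouse (Saa3) and 9.55 in rat (Cxcl6). Both genes are outside the shared genes, which the paper says the plots show. Among the shared genes, Mmp3 in mouse (13.30) and Cxcl3 in rat (8.80) also lay above 7.4. No alternative was set for this measure. Both panels of Fig. 4A look alike, and both name the rat groups on their axes.

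The paper states that the cytokines IL-1, IL-6, IL-13 and IL-18 were upregulated in both species. Il6 was. Il1a rose in mouse (3.00) and had 0 and 5 counts over the rat groups. Il18 fell in mouse (-1.54) and was not tested in rat, Il13 had 0 counts in every mouse library, and Il1b had 3 counts or fewer per group. The receptor genes Il1rap, Il13ra2 and Il18rap, which Fig. 2B shows, rose in both species. Mmp9 in mouse and Nos2 in rat, which the paper calls, were not called here because of the FPKM minimum, and no FPKM filter calls both. Il1a in rat and Orm1 in mouse, also in Table S1, were removed by the filter on low counts.

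The paper states that the protein levels of 5 genes (Ccnd1, Lmnb1, Pcna, Mcm2 and Mcm5), up in the RM group and down in the MM group, verify the RNA-seq results. At the level of RNA, 4 of the 5 genes were higher in the RM group, of which Mcm2 was short of the threshold, and Ccnd1 was not (-0.07). In the MM group 4 of the 5 were lower, and Pcna was higher with TMM (0.21) and lower with library size alone (-0.07).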

Other observations

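The tests of sequencing depth, of chance at an unadjusted P, of 1 library deposited under 2 names and of a common pool of animals in this part were chosen only after the result was seen. The test of the spread between replicates and the regroupings of libraries were chosen before.

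More genes were called in mouse than in rat. Sequencing depth is argued against, because the deepest mouse library had 0.994 times the counts of the shallowest rat library. A smaller spread between the mouse replicates is argued against as the whole cause, because 3067 shared genes in mouse and 995 in rat passed the fold change and FPKM criteria with no P at all, a ratio of 3.08. With 3 libraries against 3 there are 10 ways to split the libraries of a species. The real split was the 1 of 10 that called the most genes in each species, while the others called 7 to 17 genes in rat and 0 to 1 in mouse, and 10 splits alone cannot exclude chance. Chance at an unadjusted P is argued against by the calls that kept an adjusted P under 0.05, 3067 of 3067 in mouse and 960 of 981 in rat (97.86%). P spread evenly below 0.05 would keep 74.8% and 35.0%, which is no strict reference, since the calls were also selected for their fold change. A stronger response of mouse chondrocytes to this dose may explain the numbers, and a difference in handling between the species stays open.

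The mouse replicates were close to counting noise. The chi-square of the counts of 2 libraries of a group, per degree of freedom, was 1.858 to 2.397 in mouse and 5.803 to 26.28 in rat. No pair held identical values, so no column of counts was a copy of another. The smallest value in mouse, 1.858, lies above the 1 that independent counts would give. It does not decide whether 1 library was sequenced under 2 names. The counting program is not given, and counts that are not independent, such as both ends of a fragment, would raise the value. A common pool of animals was looked for in the share of Y-linked counts among Y-linked and Xist counts. It was 14.57%, 15.8% and 15.05% in the MC group, which differ by a chi-square P of 0.0226, and 17.03%, 17.18% and 17.92% in the MM group, with a P of 0.214. Shares this close could come from 1 pool of cells or from pools of several animals each. They cannot be told apart, since the test sets a spread between single libraries against counting noise, which every mouse pair exceeds across genes. If the 3 mouse libraries of a group came from 1 pool, their spread would not include that between animals, and the mouse P values and standard errors would describe repeat libraries.

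The largest chi-square values in rat were those between control libraries, 26.28 for RC replicates 1 and 2, 15.14 for RC replicates 1 and 3 and 11.76 for RC replicates 2 and 3, against 5.803 to 6.324 between the RM libraries. Groups of 3 libraries were not tested for outliers. Leaving out RC replicate 1 raised the number of rat genes called up from 535 to 629 and the number of genes that differ between the species from 6975 to 7539, the highest of all such fits.

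Genes called in neither species by the criteria for DEGs also differed. Of 7818 such genes tested in both species, 4062 (51.96%) had an adjusted P under 0.05 in the test of the difference, and 52.46% had the same sign in both species.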
